# Position Specific Alternative Splicing and Gene Expression Profiles Along the Tonotopic Axis of Chick Cochlea

**DOI:** 10.3389/fmolb.2021.726976

**Published:** 2021-09-08

**Authors:** Heiyeun Koo, Jae Yeon Hwang, Sungbo Jung, Hyeyoung Park, Jinwoong Bok, Juw Won Park

**Keywords:** alternative splicing, tonotopy, high-throughput sequencing, gene expression profile, cochlea, basilar papilla

## Abstract

Alternative splicing (AS) refers to the production of multiple mRNA isoforms from a single gene due to alternative selection of exons or splice sites during pre-mRNA splicing. It is a primary mechanism of gene regulation in higher eukaryotes and significantly expands the functional complexity of eukaryotic organisms, contributing to animal development and disease. Recent studies have shown that AS also influences functional diversity by affecting the transcriptomic and proteomic profiles in a position-dependent manner in a single organ. The peripheral hearing organ, the cochlea, is organized to detect sounds at different frequencies depending on its location along the longitudinal axis. This unique functional configuration, the tonotopy, is known to be facilitated by differential gene expression along the cochlear duct. We profiled transcriptome-wide gene expression and AS changes that occur within the different positions of chick cochlea. These analyses revealed distinct gene expression profiles and AS, including a splicing program that is unique to tonotopy. Changes in the expression of splicing factors *PTBP3*, *ESRP1*, and *ESRP2* were demonstrated to contribute to position-specific AS. RNA-binding motif enrichment analysis near alternatively spliced exons provided further insight into the combinatorial regulation of AS at different positions by different RNA-binding proteins. These data, along with gene ontology (GO) analysis, represent a comprehensive analysis of the dynamic regulation of AS at different positions in chick cochlea.

## Introduction

Alternative splicing (AS) refers to the production of multiple mRNA isoforms from a single gene due to alternative selection of exons or splice sites during pre-mRNA splicing. It is a primary mechanism of gene regulation in higher eukaryotes and significantly expands the functional complexity of eukaryotic organisms. In humans, over 90% of multi-exon genes are alternatively spliced (Wang et al., 2008). It is well known that defects in alternative splicing are responsible for numerous diseases and maldevelopment, including cancer (Muchir et al., 2000; Eriksson et al., 2003; Muntoni et al., 2003; Morel et al., 2006; Cooper et al., 2009; Giudice et al., 2014; Baralle and Giudice, 2017; Mazin et al., 2021). In addition, previous studies have shown that AS may influence functional diversity by affecting the transcriptomic and proteomic profiles in a position-dependent manner in a single organ (Navaratnam et al., 1997; Rosenblatt et al., 1997; Baralle and Giudice, 2017).

Auditory sensory organs such as the organ of Corti in mammals and the basilar papilla in avians are responsible for receiving and relaying sound information from the environment to the brain. These sensory organs reside within the elongated tubular structure known as the cochlea. Interestingly, auditory receptor cells, the hair cells, are specialized to detect different frequencies of sounds depending on their location along the cochlear duct. The hair cells located at the basal (proximal) regions of the cochlea are tuned to detect high frequencies of sounds, whereas the hair cells at the apical (distal) cochlear regions are tuned to lower frequencies. This position-dependent frequency discrimination capability of the auditory system is known as the tonotopy. Hair cells display gradually different morphological features along the tonotopic axis, which may be crucial for discriminating various sound frequencies. Interestingly, some of the tonotopic features are conserved between the chicken and mouse. For example, the length of the hair bundle, which are composed of tens of stereocilium arranged in a stair-case pattern, is shorter at the base and gradually longer toward the apex, whereas the width of hair bundle is wider at the base and gradually narrower toward the apex (Son et al., 2015; Moon et al., 2020).

Previous studies suggest that tonotopic organization is closely correlated with differential gene expression along the cochlear duct. For example, expression levels of genes related to the sound transduction apparatus, which includes actins, myosins, and ion channels, are tonotopically graded along the chicken cochlea (Frucht et al., 2011). In addition, genes related to signal pathways such as *DNER*, *BMP7*, and retinoic acid are also differentially expressed and regulate morphological features of hair cells important for discriminating sound frequencies in the developing chicken cochlea (Kowalik and Hudspeth, 2011; Mann et al., 2014; Thiede et al., 2014). Moreover, a recent study shows that several genes associated with hearing loss, including *TMC2*, also exhibit graded gene expression patterns along the tonotopic axis in the mature chicken cochlea (Janesick et al., 2021). These results indicate that differential gene expression along the cochlea is a fundamental feature for establishing the tonotopy in the hearing organ.

Unlike differential gene expressions, examples of AS events associated with tonotopy are limited. In the chicken cochlea, detailed analyses have been reported that splice variants of the *KCNMA1* gene encoding Ca_2_^+^-activated K^+^ channels are differentially expressed along the tonotopic axis (Navaratnam et al., 1997; Rosenblatt et al., 1997; Miranda-Rottmann et al., 2010). To systematically identify genes and splicing events whose regulation mechanisms are associated with tonotopy, we conducted transcriptome-wide gene expression profiling and AS analysis using high-throughput sequencing. We used the chicken cochlea because there are ample examples of previously known DEGs along the tonotopic axis and the reported spliced variants of *KCNMA1* can be used as a reference for AS events associated with tonotopy. We extracted mRNAs from three regions (base, middle, and apex) of chick cochlea and performed an RNA-seq experiment (Figure 1A). We identified differentially expressed genes (DEGs) and differentially spliced events from the pairwise comparisons of three regions. The result revealed distinct gene expression profiles and position-specific AS that are unique to tonotopy. We further observed that splicing factors such as *PTBPs*, *ESRP1* and *ESRP2* are differentially expressed along the tonotopic axis. Since these splicing factors are known to regulate the AS events, their position-specific expression may take important roles related to tonotopy by regulating the position-specific AS events.

**FIGURE 1:**
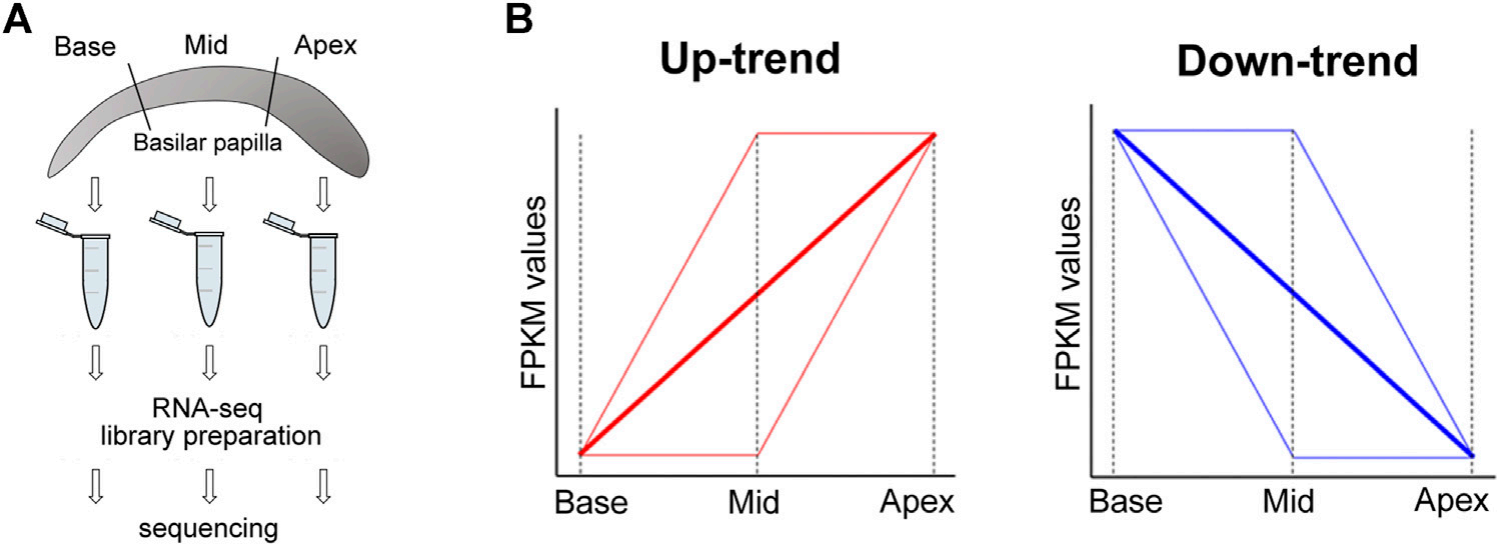
Sample preparation and gene categorization. **(A)** Chick cochlea sample preparation for RNA-seq. Samples are collected and prepared from three regions (base, mid, apex) of the cochlea **(B)** Up-trend genes and Down-trend genes are categorized according to their FPKM value changes along the tonotopic axis (from base to apex).

To show that the results of DEG and AS analyses identified from RNA-seq are accurate, we performed RT-PCR validation on 15 genes and 5 AS events. RT-PCR yielded a perfect validation rate (100%) for both DEG and AS analyses results, confirming that the DEGs and AS events predicted from RNA-seq are true positives.

RNA-binding protein (RBP) motif enrichment analysis near alternatively spliced exons showed motifs of multiple RBPs are enriched near alternatively spliced exons, providing further insight into the combinatorial regulation of AS at different positions by different RBPs. Gene ontology (GO) analysis using genes detected from DEG analysis and AS analysis revealed terms highly related to the developmental process and sound perception.

## Materials and Methods

### Chicken Cochlea Samples and RNA Extraction

Post-hatch day 1 (P1) chickens were euthanized by CO_2_ inhalation followed by decapitation. The head was hemi-sectioned and the cochlea duct was isolated in cold DEPC-treated PBS. The basilar papilla was dissected from the cochlear duct and divided into three pieces: base, middle, and apex. Each piece was collected in a separate Eppendorf tube containing Trizol reagent (Invitrogen, Carlsbad, CA, United States) and quick-frozen to minimize RNA degradation. Total RNA from 12 chickens (24 cochleas) were used for 3 biological replicates for each region (i.e., 4 chickens or 8 cochleas per replicate). RNA was isolated using Trizol reagent according to the manufacturer’s instructions.

### cDNA Generation, and RNA-Sequencing.

We performed an RNA-seq experiment for three sample groups on the base, middle, and apex regions of chick cochlea. Following cochlea dissection and mRNA extraction, the quality and quantity of RNA were examined using Tapestation2100–RNA Screen Tape (Agilent) and a Victor3 Multilavel plate reader (PerkinElmer), respectively. 1μg of total RNA from each sample was reverse transcribed into cDNA and amplified using the Illumina TruSeq RNA Sample Prep Kit v2. For library preparation, mRNA was enriched by oligo-dT to minimize DNA contamination. The PCR products for the cDNA library were purified and selected using the AMPure XP bead (Beckman Coulter). The DNA was quantified using Tapestation2100–D1000 Screen Tape. The cDNA libraries were multiplexed and sequenced on the Illumina Hi-Seq 4,000 platform, and 101-bp paired-end reads were generated. The files from the multiplexed RNA-seq samples were demultiplexed, and fastq files for each sample were generated. Approximately 57–82 million read pairs per replicate were generated. To quantify the transcript abundance, sequencing reads were aligned to the chicken genome (galGal5) and the transcriptome (Ensembl GTF release 91), using the STAR aligner (v2.5.4b) (Dobin et al., 2013), allowing up to 3 mismatches per read.

### Differentially Expressed Gene Analysis and Categorization of Genes Along the Tonotopic Axis

We identified DEGs on base, middle, and apex regions using Cuffdiff (v2.2.1) (Trapnell et al., 2012). We calculated gene expression level as fragments per kilobase of transcript per million mapped reads (FPKM) of each gene based on the length of the gene and the number of reads mapped to the gene. The values of FPKM for genes are included in the Supplementary Table S1. Significant DEGs between two sample groups were identified at FDR <5%, >1.5-fold difference between mean FPKMs, and mean FPKM ≥1.0 in at least one of all three sample groups. These were further categorized depending on the changes of the values of FPKM as Up-trend and Down-trend as below (see Figure 1B for a diagram).

• Up-trend includes genes that show at least a 1.5-fold increase in mean FPKM values with directionality from base to middle to apex, allowing up to 15% variability against the directionality.

$$\frac{\text{FPKM of Apex}}{\text{FPKM of Base}}\geq 1.5\;\text{AND}\frac{\text{FPKM of Middle}}{\text{FPKM of Base}}\geq 0.85\;\text{AND}\frac{\text{FPKM of Apex}}{\text{FPKM of Middle}}\geq 0.85.$$

• Down-trend represents genes that show at least a 1.5-fold decrease in mean FPKM values with directionality from base to middle to apex, allowing up to 15% variability against the directionality.

$$\frac{\text{FPKM of Base}}{\text{FPKM of Apex}}\geq 1.5\;\text{AND}\frac{\text{FPKM of Base}}{\text{FPKM of Middle}}\geq 0.85\;\text{AND}\frac{\text{FPKM of Middle}}{\text{FPKM of Apex}}\geq 0.85.$$

### Alternative Splicing Analysis

We searched differential AS events from the base, middle, and apex regions from RNA-seq data. We identified AS events between two sample groups using rMATS (v3.2.5) (Shen et al., 2012; Park et al., 2013; Shen et al., 2014), which can detect five major types of AS events. Briefly, rMATS uses a modified version of the generalized linear mixed model to detect differential AS from RNA-seq data with replicates. It accounts for exon-specific sequencing coverage in individual samples as well as variation in exon splicing levels among replicates. For each AS event, we used both the reads mapped to the splice junctions and the reads mapped to the exon body as the input for rMATS. In each rMATS run, the first sample group was compared to the second sample group to identify differentially spliced events with an associated change in the percent spliced in (ΔPSI or Δψ) of these events. rMATS was run using the -c 0.0001 parameter to compute *p* values and FDRs of splicing events with a cutoff |Δψ| of >0.01%, then significant splicing events were identified at FDR <5% and |Δψ| ≥ 5% as described previously (Yang et al., 2016).

### Reverse Transcription-PCR for Validation

To validate DEGs and AS events detected from RNA-seq data, we performed reverse transcription (RT)-PCR using extracted total RNA as described previously (Warzecha et al., 2010). Total RNA from chicken P1 cochlear base, middle, apex were isolated using Trizol reagent (Invitrogen, Carlsbad, CA, United States). Reverse transcription (RT) was performed with 1 μg of RNA using ImProm-ll™ Reverse transcriptase (Promega, Madison, WI, United States). A duplicate set of PCR was performed using IP-Pro DNA Taq polymerase (Cosmogenetech, Seoul, Korea). The primers used for DEG and AS event validation, and the PCR product sizes are summarized in the Supplementary Table S2 and Supplementary Table S3 respectively.

### RBP Motif Enrichment Analysis

We sought to identify binding sites of splicing factors and other RBPs that were significantly enriched in differential exon skipping events. To assess the enrichment of RBPs near alternatively spliced exons, the differentially spliced exons from rMATS runs were compiled. These differentially spliced exons were scanned for RNA binding protein motifs using rMAPS2 (Hwang et al., 2020) with default parameters.

### Gene Ontology Analysis

We conducted two sets of GO analyses: the one with DEG results and the other with AS results. 1,479 Up-trend genes and 797 Down-trend genes from DEG analysis were compiled for the first set of GO analysis using PANTHER (Mi et al., 2021) with GO Ontology database release 2021–07–02 (The Gene Ontology, 2019). The host genes of significant skipped exon events from rMATS output were collected for the second set of GO analysis. For both sets of GO analysis, we examined BP (biological processes), MF (molecular functions), and CC (cellular components).

## Results

### Gene Expression Pattern Along the Tonotopic Axis of Cochlea Duct

To evaluate phenotypes associated with different regions along the longitudinal axis of the cochlea duct, we extracted mRNA from three different regions of the chick cochlea, base, middle and apex, and performed an RNA-seq experiment. This yielded 57 to 82 million read pairs per replicate, which were then aligned to the chicken genome. 

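The basilar papilla is the hearing organ in the cochlear duct of birds, and its hair cells are ordered by frequency along its length. Pieces of base, middle and apex were taken from chickens at post-hatch day 1, and each region had 3 replicates, which gives 9 RNA-seq libraries. A replicate pooled 8 cochleas of 4 chickens. RNA was enriched with oligo-dT, and paired-end reads of 101 bp were made. The authors aligned the reads to galGal5 with STAR, allowing up to 3 mismatches per read, counted against Ensembl release 91, and deposited FPKM values per gene and library from Cuffdiff. FPKM is the number of fragments on a gene per kilobase of transcript scaled to the mapped fragments of the library. The read pairs per library are given by the paper as a range over replicates, and the FPKM values do not state them. Low genes in the table move in steps of 1 fragment, and the size of that step gave the relative number of fragments. Set against base replicate 1, it was 1.11 and 1.18 in the other base libraries, 1.08, 1.21 and 1.61 in middle replicates 1 to 3, and 1.10, 1.11 and 1.45 in apex replicates 1 to 3. The largest of these, 1.61, was above the ratio of 1.44 between the ends of the range of read pairs in the paper, so the estimate is approximate. The summed FPKM per library lay between 660314 in apex replicate 2 and 741975 in middle replicate 1. Between 12477 and 12779 genes per library had an FPKM of at least 1, and the 10 highest genes took between 19.8% and 21.3% of the summed FPKM. From these values, the regions were compared by limma on log2(FPKM + 1) with an intensity trend, over the 13045 genes with a mean FPKM of at least 1 in at least one region. The thresholds of the paper were kept, with a Benjamini-Hochberg adjusted p under 0.05 and a ratio of mean FPKM of at least 1.5. Fold changes are on the log2(FPKM + 1) scale, which understates the change of low genes. The step from fragments to p-values by Cuffdiff itself was not repeated, since it starts from the alignments. Of the 24880 genes in the table, 5553 share their locus entry with another gene, and the values of such overlapping genes are uncertain.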

The transcript abundance was quantified, and FPKM values for each sample were obtained. Of 24,880 Ensembl-annotated genes, there were 13,045 (52.4%) in which at least one of the 9 samples had an FPKM ≥1. 

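In the deposited table, 13440 of the 24880 genes (54.0%) had an FPKM of at least 1 in at least one of the 9 libraries. A mean FPKM of at least 1 in at least one region was found for 13045 genes (52.4%). In all 9 libraries, 11926 genes had an FPKM of at least 1, and 305 genes reached it in exactly 1 library. With the threshold lowered to an FPKM of 0.5 in at least one library, 14208 genes passed. When each library was left out in turn, between 13360 and 13425 genes had an FPKM of at least 1 in at least one of the others. The table lists 8371 genes at 0 in every library.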

To assess position-specific gene expression that might be responsible for configuration and maintenance of the tonotopic axis of the cochlea duct, we identified differentially expressed genes on the three regions. We compared gene expression profiles from two different regions of cochlea at a time for all three regions. Since gene expression profiles originate from the same cochlea tissue despite being extracted from different regions, they should show intrinsically much similar gene expression patterns compared to those from different organs. Thus, we searched for DEGs with more relaxed criteria. 

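Across the 13045 genes tested, the Pearson correlation of log2(FPKM + 1) between libraries of the same region lay between 0.957 and 0.986 (median 0.981, 9 pairs of libraries). Between libraries of different regions it had a median of 0.964 for base and middle, 0.976 for middle and apex and 0.958 for base and apex, with 9 pairs each. The lowest value of any pair was 0.940. These correlations are across genes, which are not independent replicates. Libraries of different regions with the same replicate number had a median of 0.973 (9 pairs), and those with different replicate numbers a median of 0.958 (18 pairs). The distance between regions was therefore of the same order as the distance between replicates. After the mean of each region was subtracted, same-numbered libraries had correlations of 0.368 to 0.660 (median 0.462, 9 pairs) and other pairs had correlations of -0.520 to 0.151 (median -0.273, 18 pairs), which the subtraction pushes below 0 when same-numbered libraries are above it.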

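With limma on all 9 libraries and without the replicate number as a block, 1541 genes were DEGs between apex and base, 573 between middle and base and 8 between apex and middle. Of the 1541 DEGs between apex and base, 933 were higher and 608 lower in the apex. In the comparison of middle with base, 382 DEGs were higher and 191 lower in the middle, and in that of apex with middle, 6 were higher and 2 lower in the apex. Without the ratio criterion, 2879, 1096 and 8 genes had an adjusted p under 0.05 from limma in these comparisons, in the same order. An unadjusted p under 0.05 was given to 4632, 3486 and 1175 genes. The fit with the replicate number as a block, for which the residual correlation of same-numbered libraries had a median of 0.462, gave 1965 DEGs between apex and base, 1288 between middle and base and 275 between apex and middle. All 1541, 573 and 8 DEGs of the fit without the block were also called with it. A fit of the 6 libraries compared alone gave 199 DEGs between middle and base. *KCNJ2* and *IRX2* were among the 8 DEGs between apex and middle, with log2 fold changes of 1.91 and -1.61.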

We considered a 1.5 fold-change in expression level as a significant difference along three different regions.

To identify genes that are responsible for tonotopic configuration along the cochlea duct, we searched for genes that gradually increase their expression by a factor of at least 1.5 from base to middle to apex regions and designated them as Up-trend. Likewise, we searched genes that gradually decrease their expression at least 1.5-fold from base to middle to apex regions and designated them as Down-trend. 

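The trend of a gene was taken from its mean FPKM in base, middle and apex. A gene that was a DEG in at least one of the 3 comparisons was called Up-trend when the ratio of apex to base was at least 1.5 and each step was at least 0.85, which allows the 15% variability of the paper, and Down-trend by the mirrored ratios. By this rule, 917 genes were Up-trend and 601 were Down-trend. With the replicate number as a block in limma, 1194 genes were Up-trend and 699 Down-trend, and these included all 917 and all 601 genes called without it. The correlation of same-numbered libraries after the region means were subtracted had a median of 0.462 over 9 pairs. Up-trend genes had a median log2 fold change between apex and base of 0.93 (quartiles 0.71 and 1.25), and Down-trend genes had a median of -0.74 (quartiles -0.94 and -0.64). Apex lay above base in all 3 same-numbered pairs of libraries for 917 Up-trend genes and below it for 601 Down-trend genes, all of which had been selected as DEGs between these libraries. Both steps went in the direction of the trend for 829 Up-trend and 573 Down-trend genes. At a ratio of at least 2, there were 549 Up-trend and 180 Down-trend genes. The paper reasons that regions of one tissue have similar expression, and for that reason applied a relaxed criterion of 1.5-fold. It searched for gradual rises and falls from base to apex in order to find genes that are responsible for the tonotopic configuration.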

For these gene expression gradients, we identified 1,479 Up-trend genes and 797 Down-trend genes. 

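Principal components of log2(FPKM + 1) over the genes tested placed the libraries along the cochlea. The first component held 38.9% of the variance, with base libraries from -37.0 to -18.8, middle libraries from 0.318 to 16.4 and apex libraries from 17.9 to 28.6. The second component held 30.4% and set replicate 2 apart in each region, with 11.7 in the base, 42.3 in the middle and 21.4 in the apex, where every other library had 0.579 or less. The genes with the largest changes were taken from those with a symbol that were DEGs between apex and base and changed the same way in all 3 same-numbered pairs. The 5 Up-trend genes were *TMC2*, *FGF3*, *SLC6A4*, *CHRNA10* and *BDNF*. *FGF3* (ENSGALG00000026853, chromosome 5 from 17620088 to 17625226) had an FPKM of 1.37 ± 1.43 (SD, n = 3) in the base and 20.7 ± 6.44 (SD, n = 3) in the apex. *SLC6A4* rose from 6.73 ± 5.03 to 67.1 ± 13.1, *CHRNA10* from 10.1 ± 6.42 to 97.3 ± 28.1 and *BDNF* from 2.54 ± 2.18 to 27.2 ± 6.51 (SD, n = 3 each). *TMC2* had a log2 fold change of 4.48 (adjusted p = 0.00205 from limma, 0.000108 with the block). Those of the other 4 genes lay between 3.13 and 3.31, with adjusted p between 0.00153 and 0.00193 from limma with Benjamini-Hochberg adjustment and between 2.51e-05 and 6e-05 with the block. The Down-trend genes included *IRX2*, *RPP25*, *CPA6* and *OSTN*. *CPA6* (ENSGALG00000041918, chromosome 2 from 115888641 to 115975593) had an FPKM of 375 ± 30.7 in the base, 136 ± 16.5 in the middle and 84.8 ± 14.8 in the apex (SD, n = 3 each). *RPP25* fell from 13.3 ± 4.05 to 2.07 ± 1.43 and *OSTN* from 5.16 ± 0.763 to 0.571 ± 0.578 (SD, n = 3 each). The log2 fold changes of these 3 genes lay between -2.28 and -2.03, with adjusted p between 0.000339 and 0.00359 from limma.

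**Figure D1:**
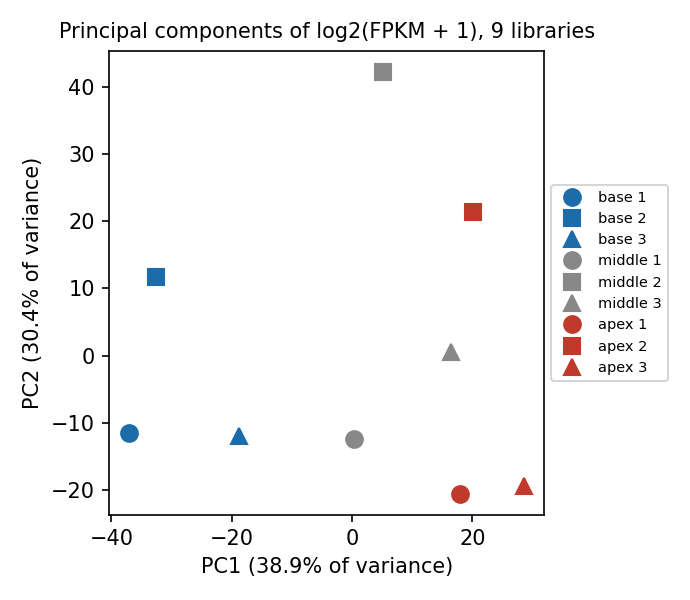
Principal components 1 (horizontal) and 2 (vertical) of log2(FPKM + 1) for the 9 libraries, with one point per library, colours for the regions and symbols for the replicates. The regions follow each other along component 1, and middle replicate 2 has the highest value on component 2 (42.3).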

The gene expression patterns along the regions of the cochlea are represented in Figure 2A which clearly shows up-trend (blue to red) and down-trend (red to blue).

**FIGURE 2:**
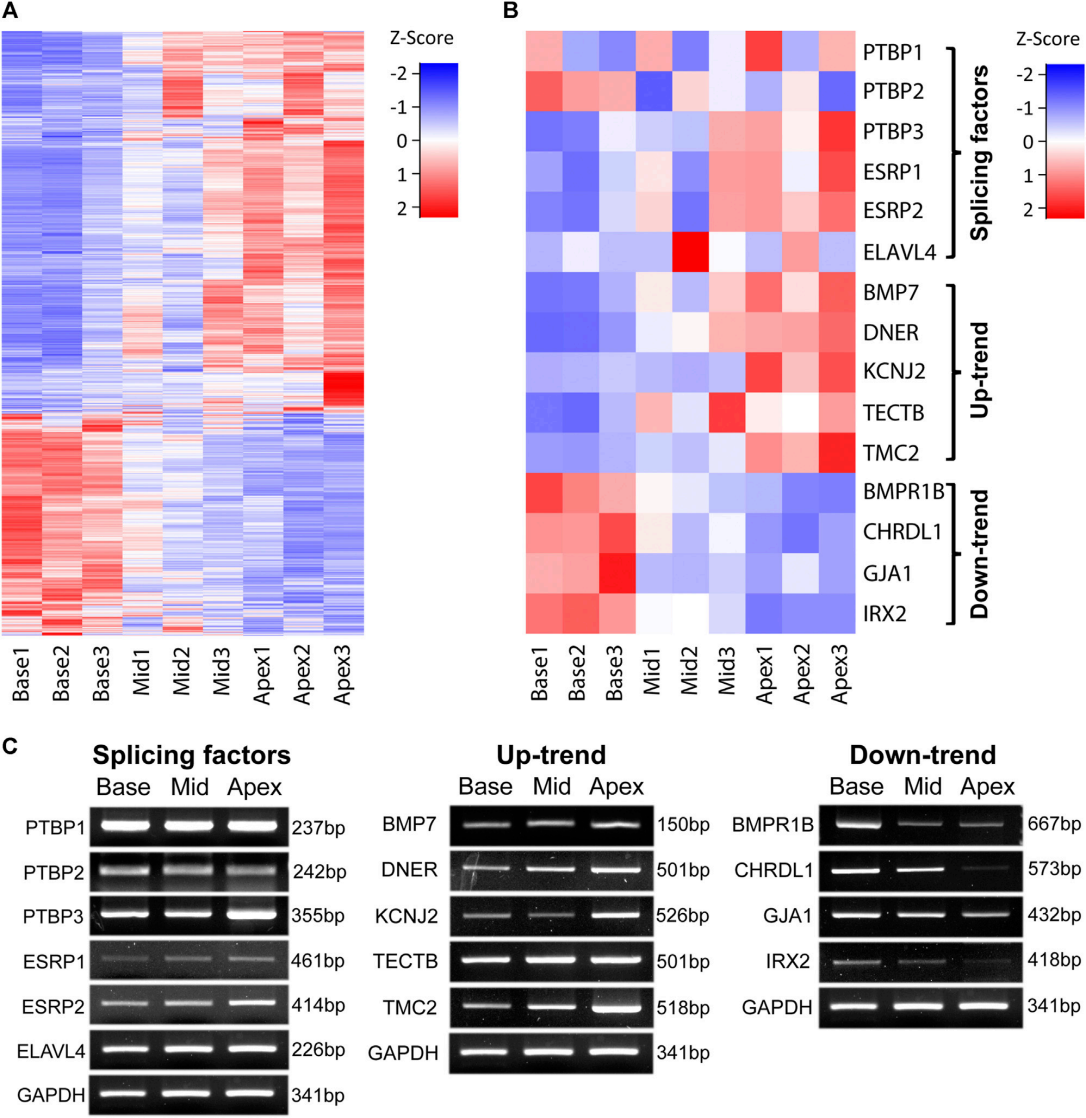
Expression patterns along the tonotopic axis. Gene expression patterns of genes along the tonotopic axis are shown **(A)** Expression patterns of all Up-trend and Down-trend genes. FPKM values of each gene are used for z-score normalization. **(B)** Expression patterns of validated genes in three different categories. FPKM values of each gene are used for z-score normalization. **(C)** RT-PCR images of the selected genes in each category. GAPDH is used as the internal control.

Among those genes, we selected several genes that have been associated with cochlear development and hearing function for validation by RT-PCR. 

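*BMP7*, *DNER*, *KCNJ2*, *TECTB* and *TMC2* were DEGs between apex and base and were called Up-trend with and without the block. *BMP7* (ENSGALG00000007668) lies on chromosome 20 from 11891443 to 11932585 of galGal5, where 1 is the first base. Its FPKM was 5.23 ± 1.78 in the base, 11.5 ± 3.37 in the middle and 17.3 ± 3.61 in the apex (SD, n = 3 each). The log2 fold change between apex and base was 1.57 (standard error 0.26, adjusted p = 0.00435 from limma with Benjamini-Hochberg adjustment, and 2e-04 with the block). *DNER* (ENSGALG00000002958, chromosome 9 from 9937753 to 10044440) rose from 70.3 ± 17.8 to 179.8 ± 35.0 and 243 ± 22.8, a log2 fold change of 1.80 (standard error 0.19, adjusted p = 0.00111 from limma). *TMC2* (ENSGALG00000042706, chromosome 2 from 44470402 to 44496991) had 2.96 ± 3.94, 16.0 ± 5.44 and 64.6 ± 20.1, a log2 fold change of 4.48 (standard error 0.61, adjusted p = 0.00205 from limma). In the base, the libraries of *TMC2* ranged from 0.332 to 7.50, so its fold is set by low values. *KCNJ2* (ENSGALG00000004376, chromosome 18 from 8259055 to 8265799) did not differ between base and middle, with 1.25 ± 0.384 and 1.25 ± 0.267, and 7.59 ± 1.95 in the apex (log2 fold change 1.92, standard error 0.20, adjusted p = 0.0012 from limma). *TECTB* (ENSGALG00000008802, chromosome 6 from 26692226 to 26700302) was highest in the middle, with 860.2 ± 309.6, 2307 ± 809.7 and 2014 ± 384, and the difference between middle and apex was within the replicate spread (adjusted p = 0.966 from limma). Its log2 fold change between apex and base was 1.27 (standard error 0.31, adjusted p = 0.0212 from limma). A two-sided exact permutation test of the order base, middle, apex (1680 assignments) gave p = 0.00357 for *BMP7*, 0.00119 for *DNER* and *TMC2*, which is the smallest it can give, and 0.0738 for *KCNJ2* and *TECTB*. Adjusted over the 46 genes named here, these were 0.00864, 0.00421 and 0.0998 from the exact test. When each library was left out in turn, *TECTB* kept an adjusted p under 0.05 in 6 of 9 limma fits and the other genes in 9 of 9.

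**Figure D2:**
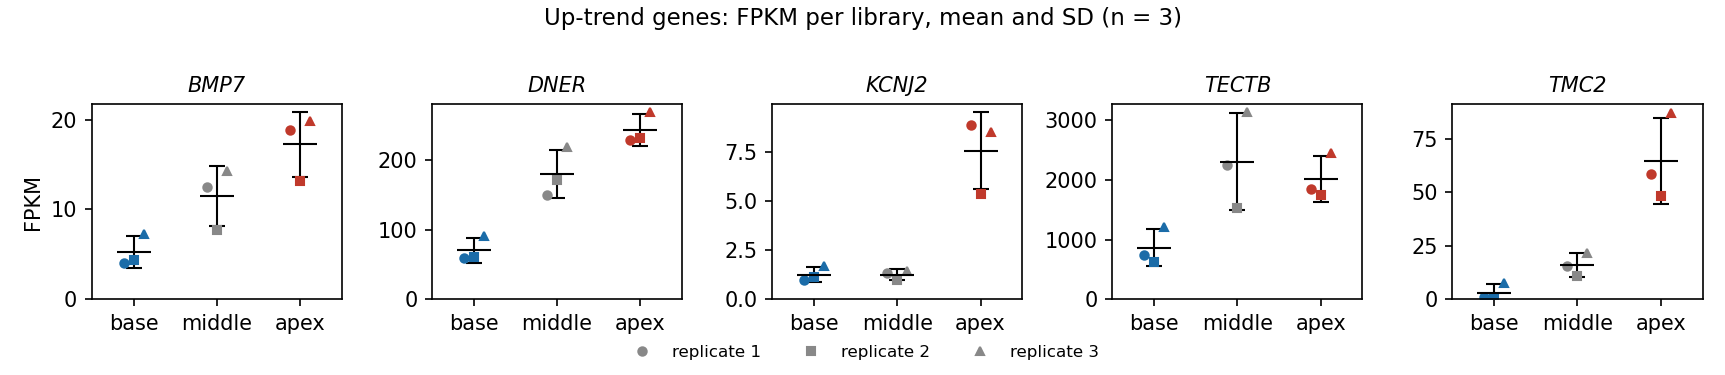
FPKM (vertical) of the 5 Up-trend genes in base, middle and apex (horizontal), with one point per library, symbols for the replicates, and the mean and SD of 3 libraries as bar and error bar. *KCNJ2* rises in the apex alone, and *TECTB* has its highest mean in the middle.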

For Up-trend genes, we chose *BMP7*, *DNER*, *KCNJ2*, *TECTB*, and *TMC2* (Figure 2B). *BMP7* and *DNER* were shown to be expressed gradually higher towards the apex and regulate hair bundle morphology along the tonotopic axis in chicken basilar papilla (Kowalik and Hudspeth, 2011; Mann et al., 2014). *KCNJ2*, which encodes an inward rectifier potassium ion channel, is known to be a bona fide marker of apical hair cells in chicken cochlea (Son et al., 2015). *TECTB*, which is categorized as a supporting cell marker in chicken cochlea (Janesick et al., 2021), was shown to be expressed in a base-to-apex increasing gradient in mouse cochlea (Son et al., 2012; Yoshimura et al., 2014). *TMC2*, which encodes a component of the stereocilia mechanotransduction channel complex, was shown to be expressed higher at the apical regions of neonatal chicken and mouse cochlea (Kurima et al., 2015; Beurg et al., 2018; Janesick et al., 2021). For Down-trend genes, *BMPR1B*, *CHRDL1*, *GJA1*, and *IRX2* were selected. 

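Each of these genes was called Down-trend with and without the block, and each was lower in the apex than in the base in all 3 same-numbered pairs of libraries. *IRX2* (ENSGALG00000013193, chromosome 2 from 86903336 to 86907419) changed most, with an FPKM of 35.1 ± 3.64 in the base, 17.3 ± 2.54 in the middle and 5.09 ± 1.41 in the apex (SD, n = 3 each). Its log2 fold change between apex and base was -2.59 (standard error 0.18, adjusted p = 0.000363 from limma, and 6.16e-05 with the block). *BMPR1B* (ENSGALG00000012216, chromosome 4 from 58732964 to 58968719) fell from 42.2 ± 5.19 to 26.0 ± 3.61 and 17.6 ± 3.18, a log2 fold change of -1.22 (standard error 0.15, adjusted p = 0.00153 from limma, 2.56e-05 with the block). *CHRDL1* (ENSGALG00000008072, chromosome 4 from 13563342 to 13605339) had 100.4 ± 8.02, 72.1 ± 8.76 and 54.8 ± 4.46, a log2 fold change of -0.86 (standard error 0.11, adjusted p = 0.00157 from limma, 0.000126 with the block). For these 3 genes every base library lay above every middle library and every middle library above every apex library, and the exact permutation test of the order gave p = 0.00119, its smallest value. *GJA1* (ENSGALG00000014873, chromosome 3 from 61930601 to 61938188) had 285 ± 38.8 in the base and did not differ between middle (190.0 ± 6.46) and apex (187 ± 18.9; adjusted p = 0.988 from limma). Between apex and base its log2 fold change was -0.60 (standard error 0.11, adjusted p = 0.006 from limma, 0.00299 with the block), and the exact test of the order gave p = 0.0214. In each of the 9 limma fits that left out one library, all 4 genes had an adjusted p under 0.05 between apex and base.

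**Figure D3:**
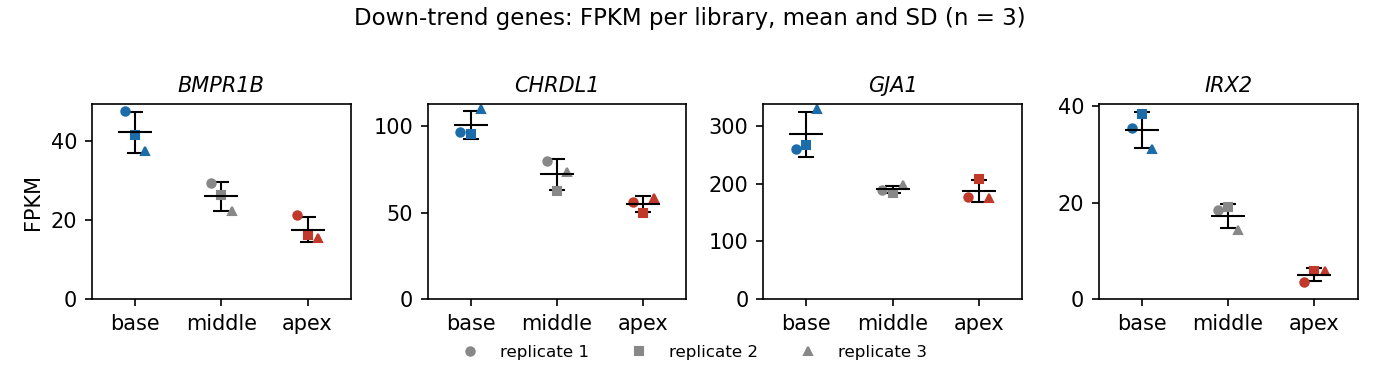
FPKM (vertical) of the 4 Down-trend genes in base, middle and apex (horizontal), with one point per library and the mean and SD of 3 libraries. *GJA1* falls from base to middle and stays at that level in the apex.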

*BMPR1B*, encoding one of the receptors transducing BMP signaling, was shown to be expressed in the chicken hair cells (Lewis et al., 2018). *CHRDL1* was shown to be expressed higher at the base and promote basal hair bundle phenotypes in chicken basilar papilla (Frucht et al., 2011; Mann et al., 2014). Mutation in *GJA1* is shown to be associated with non-syndromic autosomal recessive deafness in human (Liu et al., 2001). *IRX2* was shown to be expressed higher in the base of chicken basilar papilla (Kowalik and Hudspeth, 2011; Janesick et al., 2021). We confirmed that their gene expression gradient pattern along the different regions of cochlea observed in RNA-Seq data agrees with the RT-PCR result as shown in Figures 2B,C. These results suggest that their differential expression along the cochlea duct is closely associated with the configuration and maintenance of the characteristic functions in tonotopy.

We next examined the expression patterns of AS factors including PTBPs, ELAVL, and ESPRs. 

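The transcripts of 3 AS factors, *PTBP3*, *ESRP1* and *ESRP2*, had higher mean FPKM in the apex than in the base. *PTBP3* (ENSGALG00000015669, chromosome Z from 66065527 to 66114549) had an FPKM of 2.25 ± 0.623 in the base, 3.05 ± 0.752 in the middle and 4.06 ± 0.865 in the apex (SD, n = 3 each), a log2 fold change of 0.64 between apex and base (standard error 0.19, adjusted p = 0.0445 from limma, 0.00169 with the block). *ESRP2* (ENSGALG00000003374, chromosome 11 from 3355582 to 3399130) had 7.42 ± 1.62, 10.4 ± 3.58 and 13.3 ± 1.28, a log2 fold change of 0.78 (standard error 0.24, adjusted p = 0.0477 from limma, 0.00547 with the block). Both were called Up-trend. *ESRP1* (ENSGALG00000031076, chromosome 2 from 126739185 to 126768238) had 1.57 ± 0.399, 2.35 ± 0.870 and 3.04 ± 0.796, a ratio of 1.94 and a log2 fold change of 0.65 (standard error 0.23, adjusted p = 0.0821 from limma). It was not called Up-trend without the block and was called with it (adjusted p = 0.00298 from limma). Within same-numbered libraries the apex was above the base in 3 of 3 pairs for each gene. The two-sided exact permutation test of the order within replicate numbers (216 assignments) gave p = 0.00926 for *PTBP3* and *ESRP1*, the smallest it can give, and 0.0185 for *ESRP2*. Without regard to replicate numbers it gave 0.0214 for *PTBP3* and 0.0417 for *ESRP1* and *ESRP2* from the exact test. Adjusted over the 46 named genes, these were 0.041 and 0.0619 from the exact test, so *ESRP1* and *ESRP2* did not pass that adjustment. With quantile normalization the adjusted p of *PTBP3* was 0.0885 and that of *ESRP2* 0.0717 from limma, so neither was past 0.05. Without the intensity trend that of *ESRP2* was 0.0547 from limma. In the 9 fits that each left out one library, *PTBP3* kept an adjusted p under 0.05 in 4 and *ESRP2* in 3, with largest values of 0.149 and 0.146 from limma. In the same fits, *ESRP1* had an adjusted p under 0.05 in 1, without middle replicate 2 (0.0385 from limma). Its largest value was 0.232 from limma.

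**Figure D4:**
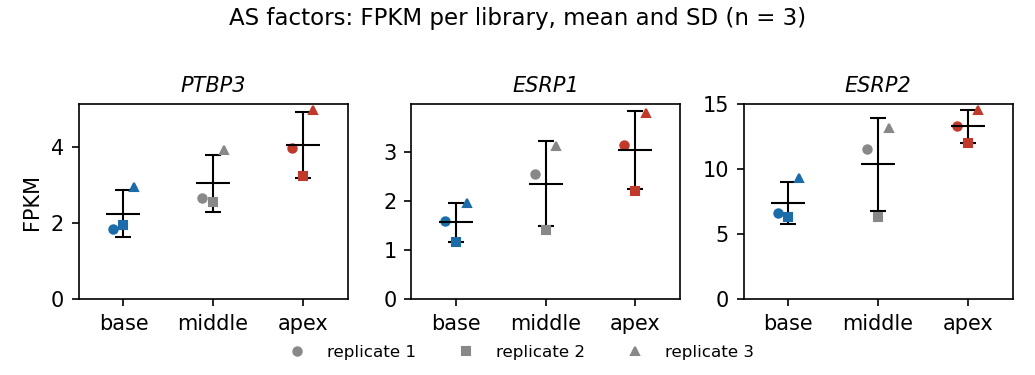
FPKM (vertical) of *PTBP3*, *ESRP1* and *ESRP2* in base, middle and apex (horizontal), with one point per library and the mean and SD of 3 libraries. Apex libraries lie above the base library of the same replicate for each gene.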

RNA-seq data show that *PTBP3*, *ESRP1* and *ESRP2* are included in Up-trend genes and RT-PCR results confirmed their increasing expression gradient from base to apex (Figures 2B,C). Other AS factors including *PTBP1*, *PTBP2*, and *ELAVL4* were not included either Up- or Down-trend genes and did not show obvious expression gradient along the tonotopic axis by RT-PCR (Figures 2B,C). 

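None of these genes was called Up-trend or Down-trend, with or without the block, and none was a DEG without it. *PTBP1* (ENSGALG00000001962, chromosome 28 from 2817697 to 2846212) had an FPKM of 71.4 ± 6.30 in the base, 72.6 ± 6.10 in the middle and 77.5 ± 7.89 in the apex (SD, n = 3 each), a log2 fold change of 0.12 between apex and base (standard error 0.10, adjusted p = 0.461 from limma, 0.131 with the block). *PTBP2* (ENSGALG00000005552, chromosome 8 from 12937970 to 12999831) had 18.7 ± 0.676, 16.0 ± 1.73 and 15.7 ± 1.44, a log2 fold change of -0.24 (standard error 0.09, adjusted p = 0.101 from limma, 0.0577 with the block). The exact permutation test of the order gave p = 0.0417 for *PTBP2*, and 0.0619 after adjustment over the 46 named genes, so its small decline did not pass that adjustment. *ELAVL4* (ENSGALG00000010533, chromosome 8 from 23628029 to 23700939) had 13.1 ± 4.77, 30.5 ± 25.6 and 19.5 ± 14.2, and its spread between replicates was larger than any difference between regions (log2 fold change 0.39, standard error 0.61, adjusted p = 0.7 from limma). Between middle and base its ratio of mean FPKM was 2.34 (adjusted p = 0.384 from limma). With the block the adjusted p was 0.0288 from limma, which made it a DEG in that comparison, and the middle was above the base in 3 of 3 same-numbered pairs. Its highest value was 59.7 in middle replicate 2, and replicate 2 was its highest library in the other regions too, with 18.5 in the base and 35.9 in the apex. After the region means were subtracted, its values over the 9 libraries were correlated with the mean of 7 other neuron and Schwann cell genes (r = 0.974 and rho = 0.95, each with an exact permutation p of 0.00926, and r = 0.962 without the 2 libraries farthest from the median). This was 1 of 3 relations computed, with an adjusted p of 0.0139 from the exact test. These permutations treat the regions as independent. With whole replicate numbers permuted, which allows 6 arrangements, the exact p was 0.167, the smallest possible.

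**Figure D5:**
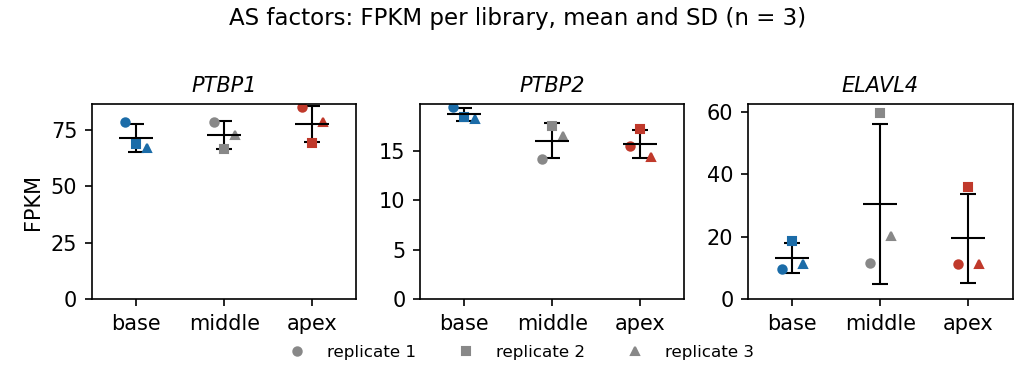
FPKM (vertical) of *PTBP1*, *PTBP2* and *ELAVL4* in base, middle and apex (horizontal), with one point per library and the mean and SD of 3 libraries. The spread of *ELAVL4* comes from replicate 2, with 59.7 in the middle.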

We reasoned that these AS factors take important roles in regulating gene expression in those regions in a sophisticated manner. In addition, considering subtle changes in controlling tonotopic differentiation along the longitudinal axis of the cochlea, we hypothesized that AS contributes to varying gene expression.

### Differential Alternative Splicing Is Common Along the Tonotopic Axis

We carried out differential AS analysis on paired-end RNA-Seq data from three regions of the chick cochlea. We used rMATS to identify five common types of AS events by comparing samples from two different regions, base vs middle, middle vs apex and base vs apex. Then, significant splicing events were identified at FDR <5% and |Δψ| ≥ 5% as described previously. The most common type of AS event was skipped exon events (SE), in which a cassette exon around two closely located exons is either included or skipped. From the three comparisons, we identified 275, 114, and 325 significant SE events, respectively (Figure 3A and Supplementary Table S4). Of these, 122 SE events were identified as significant on both base vs middle and base vs apex comparisons. Likewise, 32 SE events were significant on both base vs apex and middle vs apex comparisons and 28 SE events were significant on both base vs middle and middle vs apex comparisons.

**FIGURE 3:**
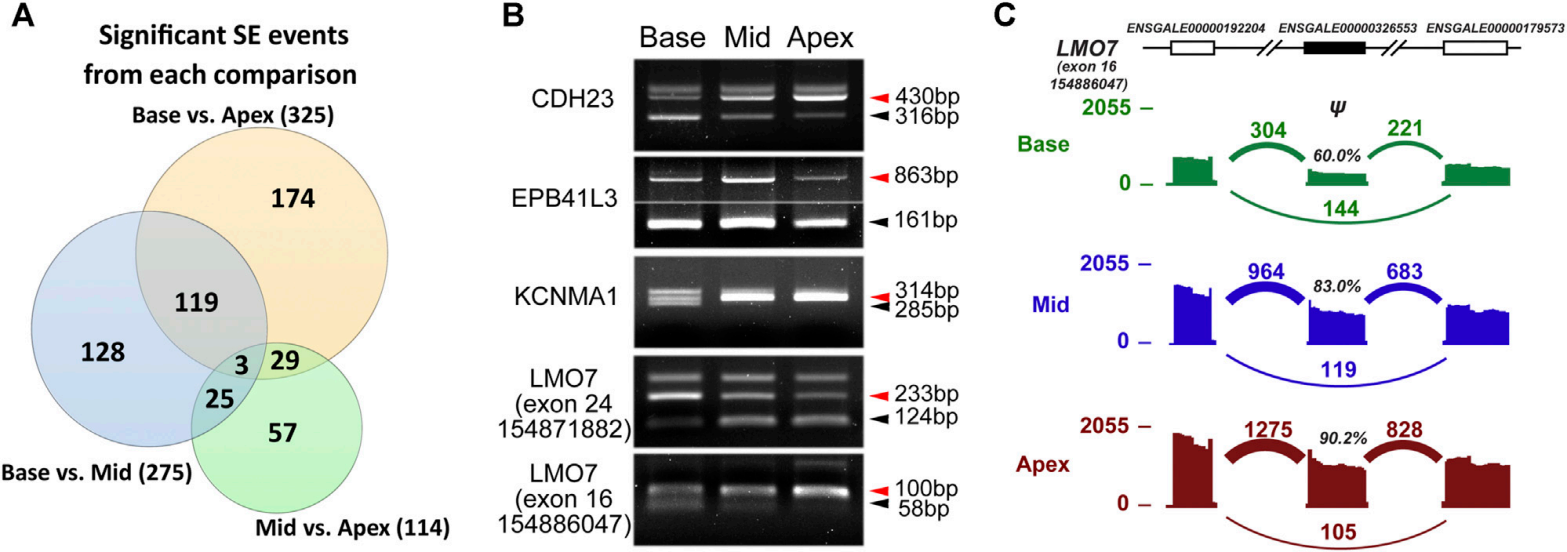
Comparison of AS profiles along the tonotopic axis. **(A)** Number of significant skipped exon (SE) events from each comparison at FDR <5% and |Δψ| ≥ 5%. **(B)** RT-PCR–based exon inclusion levels of five tonotopic signature exons. **(C)** A skipped exon event of the *LMO7* gene reported by rMATS (the last event in B) is shown with its flanking exons. Histograms represent exon read density and arcs represent splice junctions with the number of reads mapped to the junction indicated by the thickness of the arc. Both splice junction counts and exon read counts indicate that the target exon (solid) usage increases along the tonotopic axis.

We hypothesized the genes with AS events along the longitudinal axis of chick cochlea are related to tonotopic configuration and maintenance. Similar to Up-trend and Down-trend DEGs, some SE events took place along the axis of the cochlea in either an increasing or decreasing manner, from base to middle to apex, as summarized in Supplementary Table S4. We further verified these cochlear position-dependent SE events by RT-PCR for genes known to be crucial for hair cell development and function including *CDH23*, *EPB41L3*, *KCNMA1*, and *LMO7* (Figures 3B,C). *CDH23* is a component of the tip-link that is directly connected to the stereocilia mechanotransduction channel complex, mutations of which causes nonsyndromic (DFNB12) and syndromic (USH1D) hearing loss in humans (Di Palma et al., 2001). Interestingly, *CDH23* shows a base-to-apex increasing inclusion level and decreasing skipping level of the exon 32, suggesting that the protein region encoded by the exon 32 may provide the tonotopic properties of the tip-link crucial for frequency discrimination. *EPB41L3*, which was shown to be expressed in the tips of tallest stereocilia of mouse hair cells (Okumura et al., 2010), displayed higher inclusion levels in the middle of the cochlea compared to the base and apex (Figure 3B). *KCNMA1* encodes for the alpha subunit of the large conductance calcium-activated potassium channel (BK channel; also known as Slo), and its alternative splicing has been suggested to be important for frequency tuning along the tonotopic axis by influencing the channel gating properties (Navaratnam et al., 1997; Rosenblatt et al., 1997; Frucht et al., 2011). We also observed that *KCNMA1* showed differential exon usage along the tonotopic axis (Figure 3B). Our AS analysis also revealed that several different AS events can occur in the same gene. For example, *LMO7*, which was shown to be crucial for normal cuticular plate of hair cells and hearing function (Du et al., 2019), exhibited base-to-apex decreasing inclusion levels for exon 24 and the opposite base-to-apex increasing inclusion levels for exon 16 (Figures 3B,C).

In addition, we examined whether AS events are related to nonsense-mediated mRNA decay (NMD) pathway by introducing stop codons unexpectedly out of the original frame due to non-canonical AS events. As transcripts that have retained intron (RI) often contain premature stop codons, which can trigger the NMD (Yap et al., 2012), we searched differentially spliced RI events, then investigated the steady-state mRNA levels on different regions of the cochlea using our RNA-seq data. At FDR<=5%, we compiled 6 differentially spliced RI events and examined expression level changes of the host genes along the tonotopic axis. 

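The 6 host genes of RI events, *UNC45A*, *GK5*, *PRIM2*, *RPS24*, *INPP5A* and *ZNF207*, changed by 0.25 or less on the log2(FPKM + 1) scale in each comparison with the base. *GK5* (ENSGALG00000002729, chromosome 9 from 10392753 to 10431361) had an FPKM of 6.11 ± 0.434 in the base, 6.79 ± 0.310 in the middle and 7.44 ± 0.241 in the apex (SD, n = 3 each). Its log2 fold change between apex and base was 0.25 (standard error 0.08, adjusted p = 0.0516 from limma, 0.036 with the block), and the exact permutation test of the order gave p = 0.00357. *UNC45A*, whose locus entry is shared with another gene, had 17.8 ± 1.26, 18.4 ± 0.955 and 19.1 ± 0.632 (log2 fold change 0.10, adjusted p = 0.36 from limma). *PRIM2* had 2.49 ± 0.322, 2.40 ± 0.117 and 2.61 ± 0.388, *RPS24* had 860.0 ± 52.9, 854 ± 208 and 878 ± 170.0, and *INPP5A* had 16.9 ± 0.585, 15.9 ± 1.92 and 18.2 ± 2.21. The means of these 3 genes were lower in the middle than in the base by less than the SD of the middle libraries, with log2 fold changes of -0.03, -0.04 and -0.08. Between apex and base their log2 fold changes were 0.05, 0.01 and 0.10, with adjusted p between 0.564 and 0.971 from limma. *ZNF207* had 94.1 ± 12.4, 90.8 ± 9.64 and 87.4 ± 9.95, a log2 fold change of -0.10 between apex and base (adjusted p = 0.599 from limma, 0.191 with the block). Over all genes tested, 0 of the 6 genes had an adjusted p under 0.05 in either comparison without the block, and 1, *GK5*, had an unadjusted p under 0.05 between apex and base. Adjusted over the 6 genes alone, the p of *GK5* was 0.0695 from limma, and 0.0725 with the block. The residual correlation of same-numbered libraries behind the block had a median of 0.462.

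**Figure D6:**
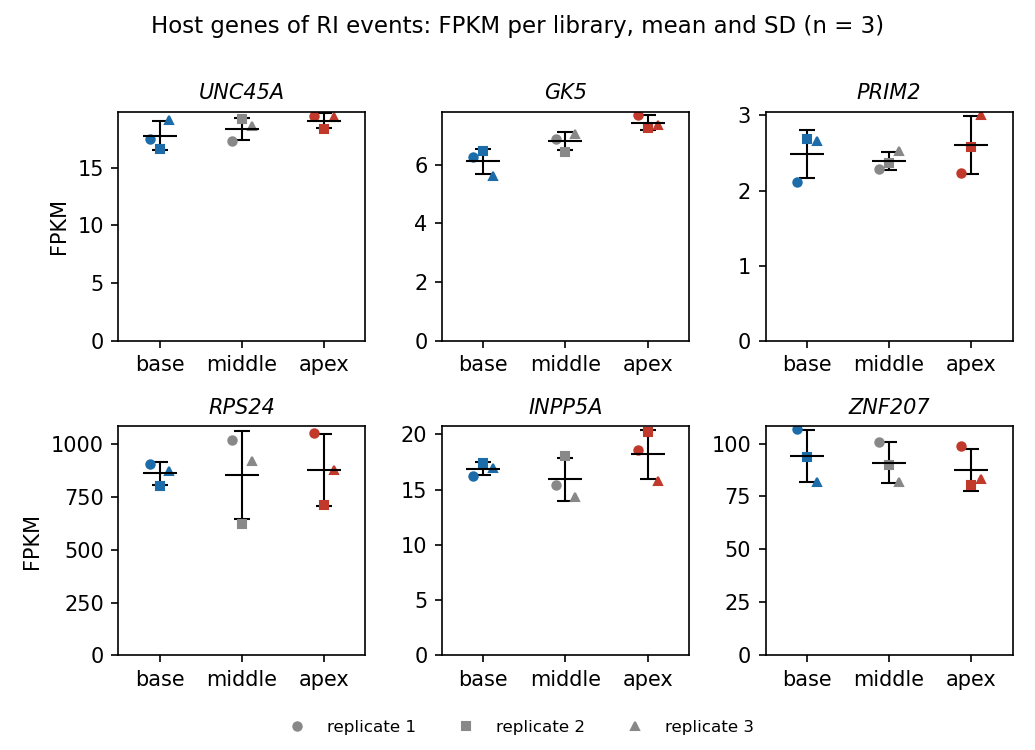
FPKM (vertical) of the 6 host genes of RI events in base, middle and apex (horizontal), with one point per library and the mean and SD of 3 libraries. For *PRIM2*, *RPS24*, *INPP5A* and *ZNF207* the error bars of the 3 regions overlap.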

Genes that contain introns in the base region (5 genes with low expression level in the base region) showed an increase in their expression levels in the mid and apex regions while the gene that does not contain intron in the base region showed a decrease in its expression levels in the mid and apex region (Supplementary Figure S1). This pattern suggests that splicing change can regulate expression levels of genes by inducing the NMD pathway.

These results suggest that differential AS events along the cochlear duct act as a fundamental mechanism for establishing the tonotopy by altering morphological and functional properties of the proteins essential for frequency tuning. 

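The SE events listed in Supplementary Table S4 (535 events) lie in 438 host genes, and 430 of these were among the genes tested for expression. Of the 430 host genes, 62 (14.4%) were called Up-trend or Down-trend, 40 of them Up-trend and 22 Down-trend. Among the other 12615 genes tested, 11.5% were called. The odds ratio was 1.29 (95% interval 0.965 to 1.70), and Fisher's exact test gave a two-sided p of 0.078. With the block, 17.2% of host genes were in a trend (odds ratio 1.23, Fisher's exact p = 0.109), and the residual correlation of same-numbered libraries was 0.462 at the median. The choice of pseudocount moved this test past 0.05, since with a pseudocount of 0.1 the odds ratio was 1.33 (95% interval 0.996 to 1.75, Fisher's exact p = 0.0472). Random lists matched on expression held a mean of 47.9 trend genes, against the 62 of the host genes (permutation p = 0.038). Events of base against apex alone (Fisher's exact p = 0.569) and ratio criteria with no test (Fisher's exact p = 0.357) did not pass. The median absolute log2 fold change of host genes between apex and base was 0.20. Expression of the genes named for their SE events differed in its pattern. *LMO7* (ENSGALG00000016920, chromosome 1 from 154868242 to 154908783) was Up-trend, with an FPKM of 26.6 ± 6.94 in the base, 42.3 ± 11.8 in the middle and 52.5 ± 9.40 in the apex (SD, n = 3 each; log2 fold change 0.97, adjusted p = 0.0228 from limma, 6.76e-05 with the block). Its adjusted p stayed under 0.05 in 5 of the 9 limma fits without one library (largest 0.0828). The exact permutation test of the order gave p = 0.0417 for *LMO7*, and 0.0619 after adjustment over the 46 named genes. *CDH23* (ENSGALG00000036824, chromosome 6 from 11813371 to 11905029) had 9.60 ± 2.38, 11.1 ± 3.08 and 9.68 ± 2.87 (log2 fold change 0.00, adjusted p = 0.998 from limma). *KCNMA1*, whose locus entry is shared with another gene, had 11.1 ± 0.191, 9.49 ± 1.30 and 10.2 ± 1.00 (log2 fold change -0.11, adjusted p = 0.499 from limma). *EPB41L3* (ENSGALG00000038678, chromosome 2 from 100387769 to 100452964) had 61.4 ± 4.35, 55.5 ± 19.1 and 44.4 ± 6.04 (log2 fold change -0.46, adjusted p = 0.141 from limma, 0.0289 with the block), and its ratio of apex to base of 0.723 was short of the 1.5-fold criterion.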

Although these genes represent gene expression gradients in AS events, they are not necessarily directly related to gene expression gradients at the transcription level.

### GO Enrichment Analysis on Genes Showing Differential Expression Levels and AS Events Along the Tonotopic Axis

We further evaluated the characteristics of the genes detected from DEG analysis with Gene Ontology (GO) enrichment analysis using PANTHER (Mi et al., 2021). 

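The lists of Supplementary Table S5 were set against the Up-trend calls from limma, with and without the block. Of 46 listed genes for inner ear development, 39 were called Up-trend, and 44 with the block, with a median log2 fold change between apex and base of 1.11. For sensory perception of sound, 30 of 36 genes were called (35 with the block, median log2 fold change 0.99). For microtubule-based process, 64 of 100 were called (78 with the block, median 0.70), and for cilium movement, 29 of 37 (33 with the block, median 0.77). Axoneme assembly had 20 of 27 (24 with the block, median 0.74). The listed genes were selected by the paper from its own calls on these data, so the counts show how many pass the test used here and are not an enrichment. The residual correlation of same-numbered libraries, which the block takes out, had a median of 0.462.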

For the 1,479 Up-trend DEGs, enriched GO biological process terms are related to inner ear development, sound perception and microtubule (cilium)-related processes. Consistent with these terms, enriched molecular function terms include ion channel activity and transmembrane transporter activity and enriched cellular component terms are related to stereocilium and cilium. 

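For ion channel activity, 33 of the 57 genes listed in Supplementary Table S5 were called Up-trend by limma, and 46 with the block. Their median log2 fold change between apex and base was 0.76, with a lowest value of 0.31 and a highest of 4.48, and the ratio of mean FPKM was under 2 for 20 of the 57. The list for ion transmembrane transporter activity holds 87 genes, of which 55 were called (72 with the block), and that for transporter activity holds 119 genes, of which 74 were called (93 with the block). The check behind the block, the correlation of same-numbered libraries within regions, had a median of 0.462.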

Meanwhile, for the 797 Down-trend DEGs, enriched GO biological process terms are related to the overall system developmental process, signal transduction, and extracellular structural organization. Similarly, enriched molecular function and cellular component terms include signaling receptor binding and extracellular component binding (Figures 4A,B). These results, which show that different GO terms are enriched between Up-trend and Down-trend DEGs, suggest that distinct groups of genes play more prominent roles in frequency tuning depending on the frequency ranges along the tonotopic axis. 

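Of 176 genes that Supplementary Table S5 lists for system development, 149 (84.7%) were called Down-trend by limma, and 164 with the block. Their median log2 fold change between apex and base was -0.73, and the ratio of mean FPKM between base and apex was under 2 for 134 of them. For signal transduction, 151 of 182 genes were called (167 with the block, median log2 fold change -0.70). For regulation of developmental process, 96 of 110 genes were called (103 with the block, median -0.69). Same-numbered libraries had a median residual correlation of 0.462, the value that the block rests on.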

Genes with these enriched GO terms are listed in Supplementary Table S5.

**FIGURE 4:**
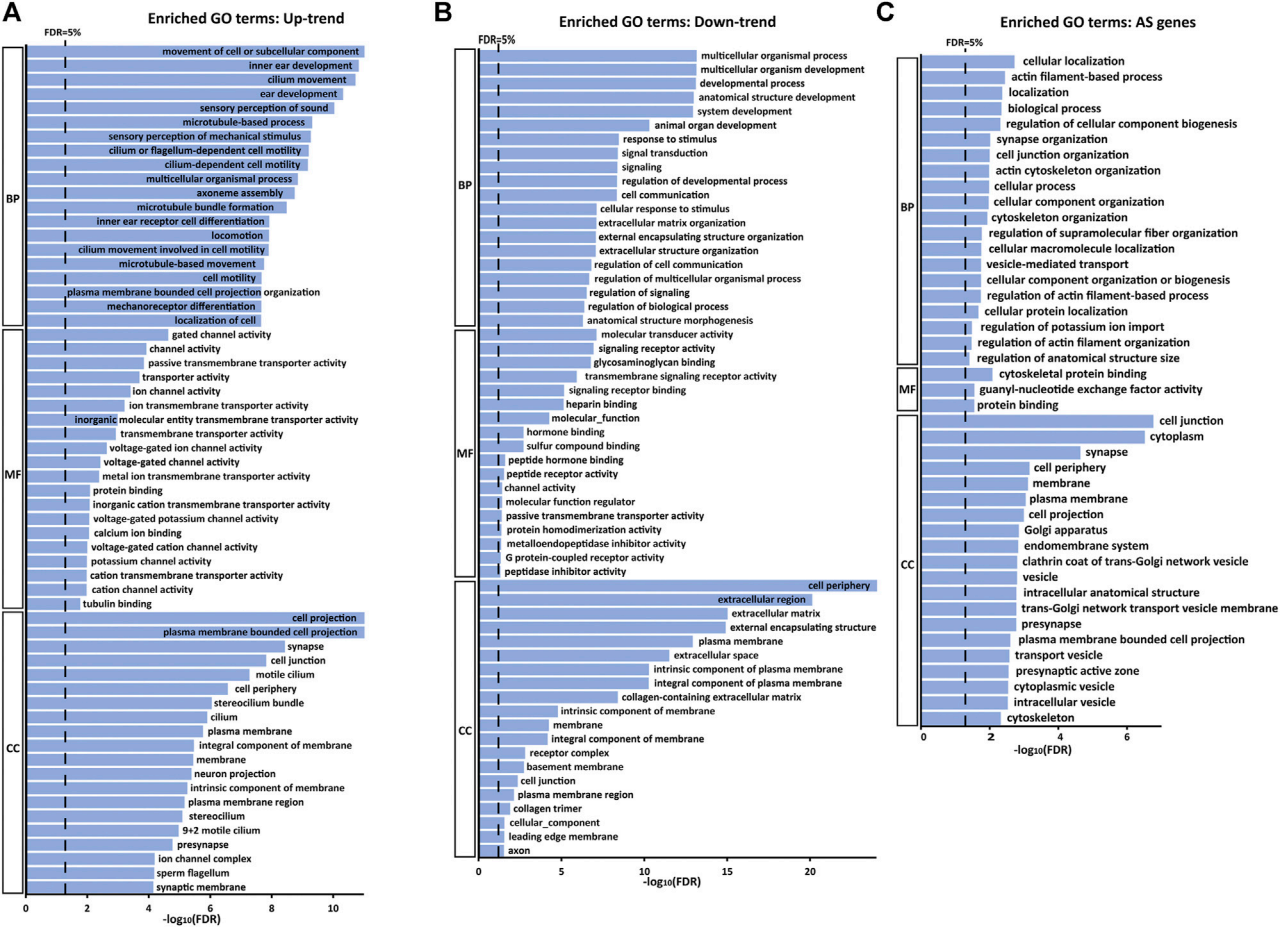
GO enrichment analysis of Up-trend genes, Down-trend genes, and differential exon skipping events. Up to top 20 significant GO terms (FDR <5%) in the GO biological processes (BP), molecular functions (MF) and cellular components (CC) categories are listed in the bar graph **(A)** Enriched GO terms with Up-trend genes. **(B)** Enriched GO terms with Down-trend genes. **(C)** Enriched GO terms with AS genes.

We next performed GO enrichment analysis on genes with differential skipped exon events using PANTHER (Mi et al., 2021) (Figure 4C). Enriched GO biological process terms are mainly related to actin cytoskeleton organization, ion transport, and synapse organization. Consistent with these, enriched molecular function terms are related to cytoskeletal protein binding, and enriched cellular component terms are related to cell projection, the transport vesicle, and the synapse. These results suggest that differential AS events are essential for establishing the tonotopy by regulating the structural and functional characteristics of actin-based cytoskeletal structures such as stereocilia, ion channels essential for mechanoelectrical transduction and synaptic architectures transmitting the electrical signals to the brain. Genes with these enriched GO terms are listed in Supplementary Table S6.

### RNA Binding Protein Associated With Alternative Splicing Regulation Along With Tonotopic Axis

To examine the relationship between expression gradients of AS events and regulatory RNA binding proteins (RBPs), we performed motif enrichment analysis using rMAPS2 (Hwang et al., 2020) with differential AS data generated from rMATS. We uploaded skipped exon events data from each comparison along the tonotopic axis to the rMAPS2 web server and generated RNA maps for over 200 RBPs. These RNA maps represent enrichment of motif sequence near the target exons of the SE events. Interestingly, PTB like (CT rich) binding motifs were enriched near alternatively spliced exons (Figure 5). PTB like binding motifs were enriched within the target exon and the downstream flanking intron regions when the inclusion of the target exon is promoted (solid red line shows peaks with small *p*-value) while the PTB like motifs were enriched in the upstream flanking intron regions when the inclusion of the target exon is suppressed (solid blue line shows peaks with small *p*-values). We also examined the enrichment of ESRP 1/2 motifs (Supplementary Figure S2). There was a strong enrichment for these ESRP motifs (solid red line) in the upstream intron of upregulated exons. The differential expression of the *ESRP 1/2* and *PTBP3* together with the enrichment of their binding motifs and their positional enrichment relative to the regulated exons further suggest that the tonotopic related AS may be mediated by these splicing factors.

**FIGURE 5:**
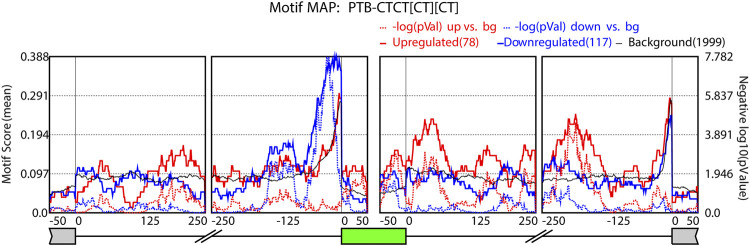
*PTBP1* RNA map. RNA map showing enrichment of PTB motif near alternatively spliced exons. The dotted lines indicate the significance of enrichment versus background in −log10(*p*-value). The number of events in each category (upregulated, downregulated, or background) is indicated in the parentheses.

## Discussion

We report that alternatively spliced transcript variants encoding different protein isoforms are closely related to the configuration along the tonotopic axis of the chicken cochlea as well as differentially expressed genes. Unlike DEGs on two different organs or two different treatments, DEGs on the different regions along the longitudinal axis of the cochlea show subtle changes on the expression level. 

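Among the DEGs between apex and base, 739 of 1541 (48.0%) had a ratio of mean FPKM of at least 2, and 184 had a ratio of at least 4. Between middle and base these were 257 of 573 (44.9%) and 31, and between apex and middle 6 of 8 and 2. With the block, whose pairing check gave a median correlation of 0.462, the shares with a ratio of at least 2 were 44.4% between apex and base, 43.6% between middle and base and 44.4% (122 of 275) between apex and middle. The median ratio between apex and base was 2.22 for Up-trend genes, and the median ratio between base and apex was 1.75 for Down-trend genes. Ratios of at least 4 were found for 162 Up-trend and 18 Down-trend genes. The median step from base to middle was 1.73 for Up-trend and 1.43 for Down-trend genes, and that between middle and apex was 1.30 and 1.23.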

By applying relaxed criteria, we found DEGs that represent gene expression gradients along the tonotopic axis, from base to middle to apex regions where sounds are detected from higher frequencies to lower frequencies. We performed RNA-Seq analysis and identified 1,479 Up-trend and 797 Down-trend genes that might be responsible for configuring the tonotopic axis and maintaining the cochlea’s function in detecting different frequencies of sound. Among DEGs, as expected, we identified genes that were responsible for regulating membrane proteins and ion channels that affect structural formation, signaling, and sensory function. We further validated our RNA-seq analysis results with RT-PCR for some of DEGs to confirm that the RNA-seq data set reflected actual gene expression at the transcription level.

GO analysis using Up-trend and Down-trend DEGs shows that different GO terms are enriched in each group. In Up-trend DEGs expressed at higher levels in the apex, GO terms related to the “inner ear” are enriched. For example, GO terms among enriched biological processes include inner ear development, ear development, sensory perception of sound, and inner ear receptor cell development. In addition, enriched GO terms in molecular function and cellular component are mostly related to hair cell function and morphology such as ion channel activity and stereocilium. Consistent with these GO analysis results, Up-trend DEGs include many genes related hearing loss such as *MYO7A*, *CLRN1*, *WHRN*, *FSCN2*, *PCDH15*, *PLS1*, *CIB2*, *USH1C*, *THRB*, and *PTPRQ*. 

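Of these 10 genes, 9 were called Up-trend by limma, and all 10 with the block, which rests on a median residual correlation of same-numbered libraries of 0.462. Each had a higher FPKM in the apex than in the base in all 3 same-numbered pairs, with ratios of mean FPKM from 1.70 for *PCDH15* to 6.14 for *FSCN2*, and the median log2 fold change was 1.30. *FSCN2* (ENSGALG00000023354, chromosome 18 from 9275715 to 9278504) had an FPKM of 20.2 ± 13.2 in the base, 65.0 ± 25.4 in the middle and 124 ± 35.0 in the apex (SD, n = 3 each), a log2 fold change of 2.69 (standard error 0.44, adjusted p = 0.00394 from limma with Benjamini-Hochberg adjustment). *PLS1* (ENSGALG00000002647, chromosome 9 from 10508600 to 10546820) rose from 2.25 ± 0.936 to 12.5 ± 3.81 (log2 fold change 2.05, adjusted p = 0.0021 from limma), *CIB2* from 11.2 ± 4.99 to 58.4 ± 13.8, *MYO7A* from 5.69 ± 2.19 to 17.1 ± 3.50 and *PTPRQ* from 1.06 ± 0.398 to 4.42 ± 0.782. *WHRN* rose from 0.900 ± 0.549 to 3.28 ± 0.480, *THRB* from 5.21 ± 0.675 to 9.05 ± 1.49 and *CLRN1* from 6.14 ± 0.133 to 13.0 ± 2.63. *USH1C* (ENSGALG00000006192, chromosome 5 from 11938573 to 11982935) had 7.68 ± 1.90, 9.93 ± 3.75 and 15.0 ± 3.54, a log2 fold change of 0.88 (standard error 0.29, adjusted p = 0.0574 from limma, 0.00102 with the block), so it was called with the block and not without it. Without middle replicate 2 or middle replicate 3 its adjusted p was 0.0173 and 0.0488 from limma, in a range from 0.0173 to 0.175 over the 9 fits without one library. Adjusted over the 10 genes alone, each had an adjusted p under 0.05, which shows no stability since the list is the paper's own. With quantile normalization, *CLRN1* (adjusted p = 0.0504 from limma) and *PCDH15* (0.0516) no longer passed. In the 9 fits without one library, *CLRN1* kept an adjusted p under 0.05 in 4 and *PCDH15* in 5, with largest values of 0.105 and 0.0839 from limma. Each of the other genes called without the block kept it in 9 of 9.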

On the other hand, in Down-trend DEGs expressed higher levels at the base, enriched GO terms include broad developmental and biological processes such as system development, multicellular organismal processes, and signal transduction. GO terms enriched in molecular function and cellular component are also general biological terms but not specific to the inner ear. These results suggest that tonotopy-specific features are mainly dictated by Up-trend DEGs, while general developmental and biological processes are maintained by Down-trend DEGs.

We recognized that there are a few differentially expressed splicing factors along the tonotopic axis and we sought to identify how AS influences in expressing different phenotypes along the cochlea duct. Using paired-end RNA-Seq data from three different regions of chick cochlea, we identified AS events, focusing on the most common type of AS events, SE. We confirmed some previously known AS events along the tonotopic axis, such as of the *KCNMA1* gene, which was reported to have 7 different splicing sites (Navaratnam et al., 1997; Rosenblatt et al., 1997; Miranda-Rottmann et al., 2010). We validated the exon inclusion event at the last splicing site, site 7, by RT-PCR (Figure 3B). Furthermore, our AS analysis showed three additional AS events in the *KCNMA1* gene. Two of them show low inclusion levels throughout the tonotopic axis, while the other shows high inclusion levels at the base and apex compared to the middle cochlear region. This suggests that different splicing variants generate distinct BK channels that influence frequency tuning along the tonotopic axis. In addition to *KCNMA1*, many genes showed differential AS along the tonotopic axis. Notably, *CDH23*, encoding a component of the tip-link, has been known to have an inner ear-specific exon included only in the hair cells in mouse (Wang et al., 2016). Among 69 exons in the mouse *Cdh23* gene, exon 68 is subjected to AS, so that two *Cdh23* splicing variants, *Cdh23* (+68) and *Cdh23* (−68), are produced in the mouse hair cells. Our analysis show that this inner ear-specific AS events of *CDH23* gene also occur in chicken. The chick *CDH23* gene has 33 exons, and we found *CDH23* (+32) and *CDH23* (−32) splicing variants in chick basilar papilla. Interestingly, the amino acid sequences of the inclusion exon (exon 68 in mouse and exon 32 in chicken) show 96.4% similarity, suggesting that the inner ear-specific exon inclusion is conserved in avians and mammals. Moreover, our AS analysis further revealed that this AS event occur differentially along the tonotopic axis (Figure 3), suggesting that this differential AS events on *CDH23* gene determines the conformational properties of the tip-link essential for the fine-tuned frequency discrimination along the tonotopic axis. In addition to inner ear specific genes, we found that *HNRNPH1*, encoding the heterogeneous nuclear ribonucleoprotein H, shows a tonotopically graded splicing event, with higher inclusion levels at the middle and apex, suggesting that HNRNPH1 influences pre-mRNA processing differentially along the tonotopic axis. Binding motif sequences of the HNRNPH1, for example, are enriched in the upstream intron and the downstream intron of the upregulated exons and in the upstream intron of downregulated exons, near alternatively spliced exons (Supplementary Figure S3).

When we performed GO analysis with the genes showing significant SE events, GO terms related to actin cytoskeleton organization were enriched, including genes such as *EPB41L3*, *EPB41L1*, and *LMO7*. EPB41L3 is shown to be expressed at the tips of tallest stereocilia in the mouse hair cells (Okumura et al., 2010). This localization is similar with those of WHRN and MYO15, whose mutations cause hearing loss in humans and mice. Interestingly, the stereociliary localization of EPB41L3 is abolished in *Whrn* and *Myo15* mouse mutants (Okumura et al., 2010). These results suggest that these proteins may interact at the tips of tallest stereocilia, and expressing different *EPB41L3* isoforms along the tonotopic axis may alter physical properties of the stereocilia by affecting the protein-protein interactions. LMO7 is expressed in the cuticular plate, the actin-rich apical surface of hair cell body, in the mouse cochlea, and *Lmo7* Knockout mice suffer from hearing loss due to actin cytoskeletal defects in the cuticular plates and stereocilia (Du et al., 2019). We found two different AS events exhibiting opposite trends along the tonotopic axis, suggesting that unique combinations of at least four different *LMO7* isoforms are present along the cochlear duct, which may regulate the actin cytoskeletal properties along the tonotopic axis. We confirmed that SE events were commonly observed in different regions of chick cochlea and that they were an important gene regulatory mechanism that supports variation along the tonotopic axis. Nevertheless, we noticed that gene expression gradients along the tonotopic axis were not necessarily correlated between DEGs and AS of a gene.

We further identified regulatory RBPs, which may play essential roles in differential AS events along the tonotopic axis. We noted that PTB motif sequences are enriched around skipped exons in either the upstream intron region of the exon or in the exon and downstream intron regions. While functional validation of PTBP1 in the AS events along the cochlea warrants further investigation, it is noteworthy that the inclusion of exon 68 of *Cdh23* gene, which is specific to the cochlear hair cells, is regulated by PTBP1 (Wang et al., 2016; Li et al., 2020). In addition, *PTBP1* expression in the spiral (cochlear) ganglion neurons suggests its possible role in the regulation of neuronal gene expression and differentiation in the developing mouse cochlea (Polydorides et al., 2000). Furthermore, it has been shown that a mutation in *Srrm4*, which encodes a splicing factor, causes hearing loss in mouse (Nakano et al., 2012). Since the binding sites for PTBP1, pyrimidine-rich motifs, are often present in introns that flank SRRM4-regulated exons and PTBP1 inhibits the SRRM4-dependent exon inclusion, it is possible that PTBP1 regulates AS events in the cochlea by competing with SRRM4 for the pyrimidine-rich motifs. Together, our RBP analysis implies functional significance of PTBP1 in the differential AS events along the tonotopic axis of the cochlea. (Frucht et al., 2011)

We also found that the intensity of transcriptional expression of splicing factors does not necessarily correspond to the gene expression levels along the tonotopic axis, suggesting that there could be additional regulatory factors involved in AS such as signaling genes and ligand-binding proteins (Kim et al., 2005; Ushiyama et al., 2010; Jules et al., 2013).

Given the lists of genes from DEG and AS analyses, we identified biological processes that are represented with those genes and opened the possibility to find the functions of some genes whose roles are not yet fully understood in establishing the tonotopy. Since many morphological and functional features are conserved in avian and mammalian cochlea, DEGs and AS events identified in the chicken cochlea will greatly help exploring the mechanisms contributing to cochlear development and function as well as hearing loss in mammals such as mice and humans. Moreover, comparative analysis of DEGs and AS events between chicken and mouse cochlea may shed light on uncovering the mechanism of hair cell regeneration occurred specifically in chicken. In summary, the overall gene expression profiles, specifically AS events along the tonotopic axis of the chick cochlea, are orchestrated by complex gene expression mechanisms in addition to the differential expression of genes depending on different regions of the cochlea. We show that the detection of subtle frequency differences of sound throughout the longitudinal axis of the chicken cochlea is sophisticatedly regulated by differential expression of genes and that AS takes an important role in regulating gene expression gradients along the tonotopic axis.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/), accession number GSE176521.

# Supplementary material for: Position Specific Alternative Splicing and Gene Expression Profiles Along the Tonotopic Axis of Chick Cochlea
**Source:** Front Mol Biosci. 2021 Sep 8;8:726976. doi: 10.3389/fmolb.2021.726976
**Supplement:** Supplementary file 2

**Supplementary table 2** Primers for DEG genes

| **Gene name** | **Primer (F-R)** | **PCR product size (bp)** |
| --- | --- | --- |
| BMP7 | AAAACAAGCAGCCCTTCACG | 150 |
|  | GGTGTCAAACATCGCAGAGA |  |
| BMPR1B | CAGATGGAGCAGCGATGAGT | 667 |
|  | CCACTGTAGCTTCTCCGAGG |  |
| CHRDL1 | CGCGGAGTTCTACCAGATCC | 573 |
|  | GATCTGAGCTTCTCCCTCGC |  |
| DNER | TTGATGGCAGAAGCGTCACT | 501 |
|  | CTGGGCACTGACAGGTGAAT |  |
| ELAVL4 | GGTGGACTGCGCAATAGGTA | 226 |
|  | TCGGAAGCAAAGAGAGCGTT |  |
| ESPR1 | ATCCTCTTTGTGACCACGGC | 461 |
|  | TCTGTCATGGCCGGAACATC |  |
| ESRP2 | GTTGTGGATCTCCCCAGCAA | 414 |
|  | CTCCTCCGCTTCATCTGTCC |  |
| PTBP1 | TCGTTCCTGTTATTCCGGCG | 237 |
|  | TGACGTCACTGGGGAGCTTA |  |
| PTBP2 | GAACACCACCCACCCTTCAC | 242 |
|  | CGGAGAGCCTGCGAGAAAAT |  |
| PTBP3 | GCTCTGATCGCCTTCTGCTC | 355 |
|  | TGACATCTGCTTCAGTGGCAT |  |
| GAPDH | GACAACTTTGGCATTGTGGA | 341 |
|  | GCATCCTAGGATACACAGAGGA |  |
| GJA1 | ATGGGTTTAGCCTGAGTGCC | 432 |
|  | GCCCCATCCTATTCTGCTCC |  |
| IRX2 | TCAAGAGCCAGAACTTGGGC | 418 |
|  | CCTACTTGCATTGCTGCGTG |  |
| KCNJ2  (Son et al, 2015, PNAS) | AAGCCACTGCCATGACTACC | 527 |
|  | TGAAGGCAAGCAGACCTGAG |  |
| TECTB  (Janesick et al, 2021, Cell report) | TCCCAGACCTGTCACCTAAA | 488 |
|  | CTTCTCCATTGTCGTCCATGAG |  |
| TMC2  (Janesick et al, 2021, Cell report) | ACCAGGTCTCGTGGGTATAA | 518 |
|  | GATTTACTTGCACCGAGTACGA |  |

# Supplementary material for: Position Specific Alternative Splicing and Gene Expression Profiles Along the Tonotopic Axis of Chick Cochlea
**Source:** Front Mol Biosci. 2021 Sep 8;8:726976. doi: 10.3389/fmolb.2021.726976
**Supplement:** Supplementary file 4

**Supplementary Table 3** Primers for AS validation

| **Gene name** | **Primer (F-R)** | **Target exon size (bp)** | **PCR product size (bp)** |
| --- | --- | --- | --- |
| CDH23 | GCTGCCAAACCTGAGGATGA | 114 | 430 (inclusion) |
|  | CGCAGTCGGCAGTTAGAGTC |  | 316 (skipped) |
| EPB41L3 | CAGGAAGGAGAATCTGCTGACA | 702 | 863 (inclusion) |
|  | AACTCAGTTGGCTTTCTGGC |  | 161 (skipped) |
| KCNMA1 | GTTTGAGCTTGTGCCGACAG | 29 | 314 (inclusion) |
|  | TCTGATTGGCCATGTGGGTG |  | 285 (skipped) |
| LMO7 (154871882) | TCTCAACCAGGGTCGCAGAT | 109 | 233 (inclusion) |
|  | CTGAGATAGCAGTCGTTGCAG |  | 124 (skipped) |
| LMO7 (154886047) | TGGCATGCAAGGAGATCTTGG | 42 | 100 (inclusion) |
|  | CATTGCAGGCTCTGGACCTC |  | 58 (skipped) |

# Supplementary material for: Position Specific Alternative Splicing and Gene Expression Profiles Along the Tonotopic Axis of Chick Cochlea
**Source:** Front Mol Biosci. 2021 Sep 8;8:726976. doi: 10.3389/fmolb.2021.726976
**Supplement:** Supplementary file 7

Position Specific Alternative Splicing and Gene Expression Profiles along the Tonotopic Axis of Chick Cochlea

Supplementary Material

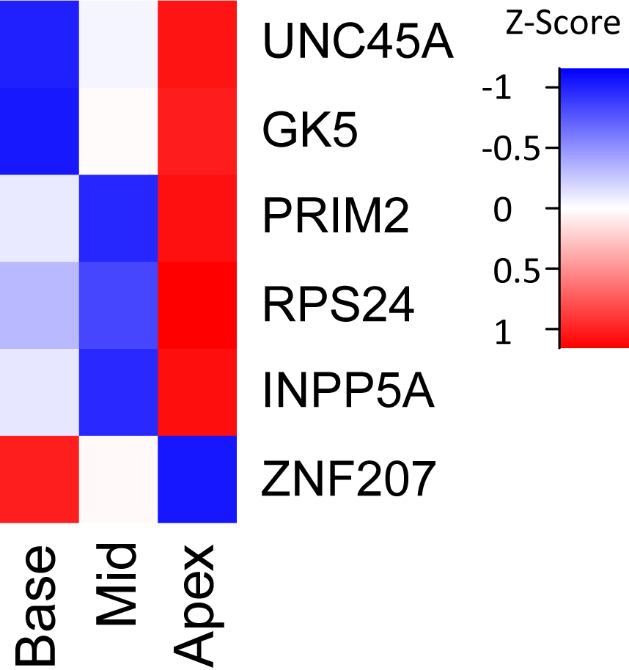

**Supplementary Figure 1** Heatmap comparison of the mRNA levels of genes whose retained intron (RI) events are differentially spliced in different regions. First five genes have higher intron retention rate in the base region than mid or apex region. The last gene has lower intron retention rate in the base region.

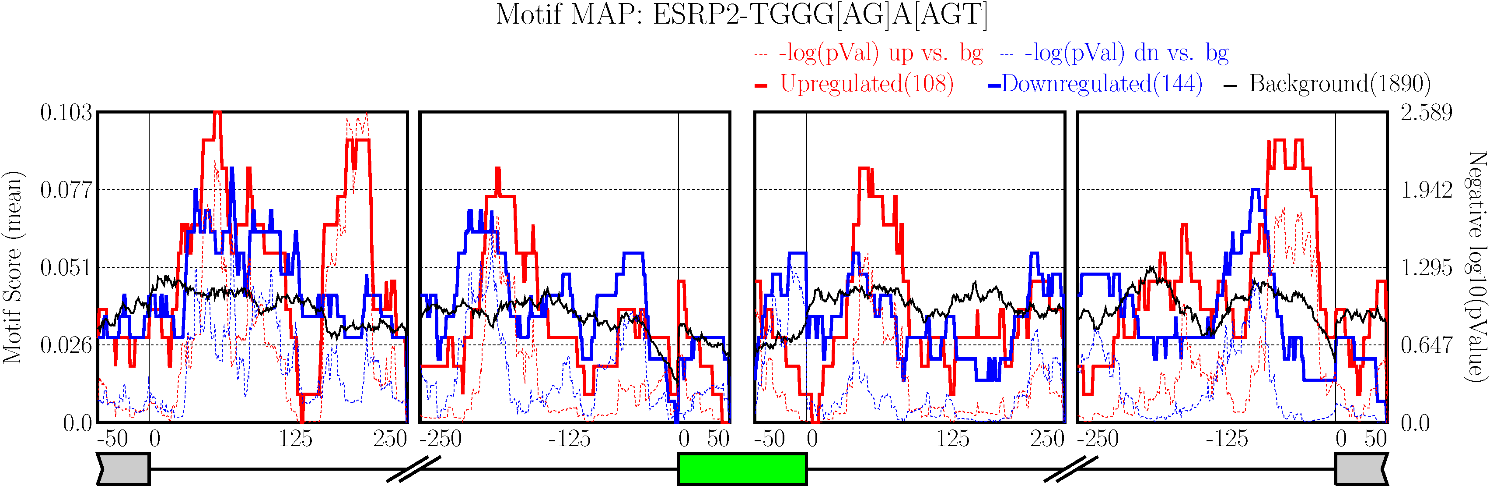

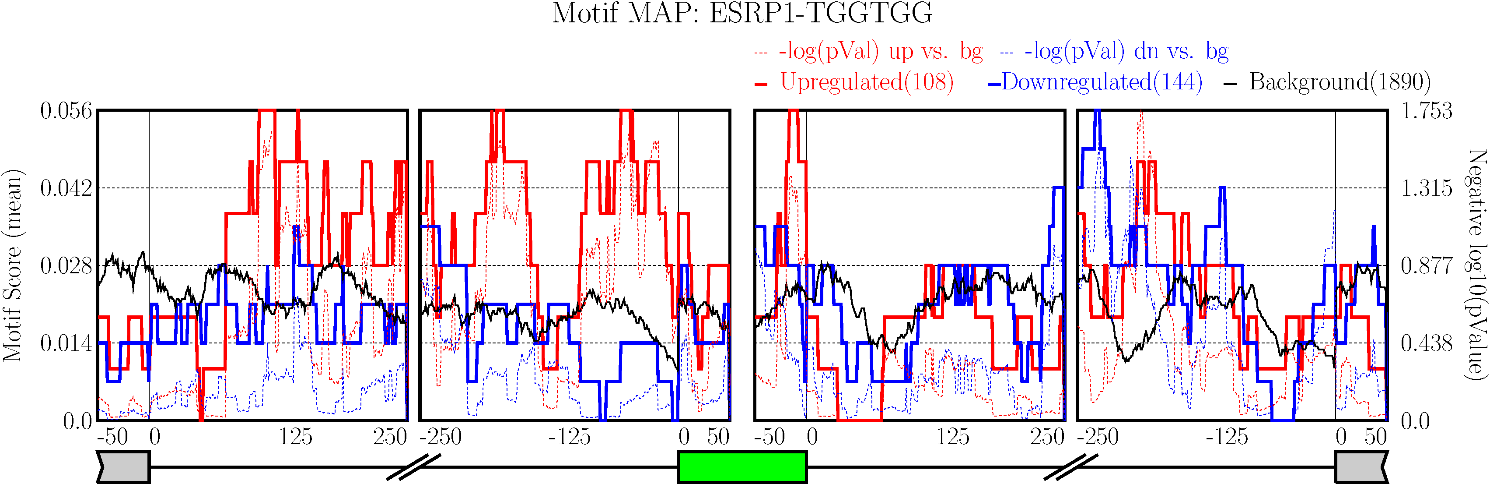

**(B)**

**(A)**

**Supplementary Figure 2** RNA maps for splicing factors. **(A)** RNA map showing enrichment of ESRP1 motif near alternatively spliced exons. ESRP1 binding motifs are enriched in the upstream intron and the body of the upregulated exons. **(B)** RNA map showing enrichment of ESRP2 motif near alternatively spliced exons. ESRP2 binding motifs are enriched in the upstream intron of the upregulated exons.

The dotted lines indicate the significance of enrichment versus background in −log10(P-value). The number of events in each category (upregulated, downregulated, or background) is indicated in the parentheses.

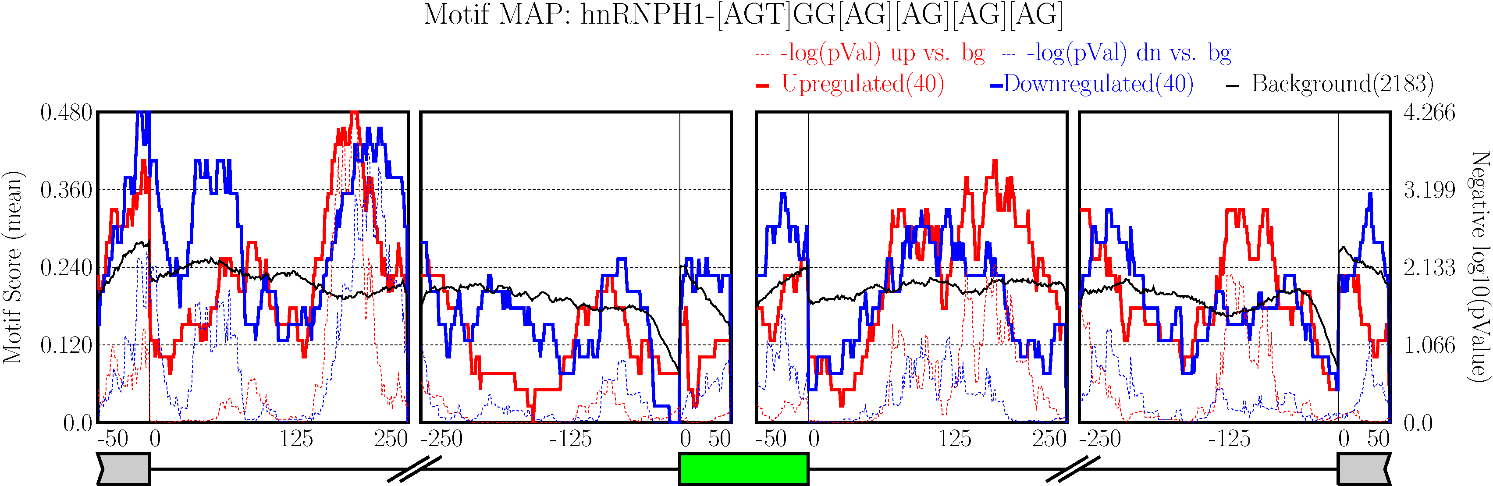

**Supplementary Figure 3** RNA map showing enrichment of hnRNP H1 motif near alternatively spliced exons. hnRNP H1 binding motifs are enriched in the upstream intron and the downstream intron of the upregulated exons (red lines) and in the upstream intron of downregulated exons (blue lines). The dotted lines indicate the significance of enrichment versus background in −log10(P-value). The number of events in each category (upregulated, downregulated, or background) is indicated in the parentheses.

How the deposited data were processed for this re-analysis (not part of the article)

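RNA-seq libraries of the base, middle and apex of the basilar papilla of chickens at post-hatch day 1 were used, with 3 replicates per region and 9 libraries in all. The libraries were assigned to region and replicate by their titles, which match the regions and replicates of the paper. The authors aligned the reads to galGal5 with STAR v2.5.4b, allowing up to 3 mismatches per read, used the annotation of Ensembl release 91, and deposited one FPKM value per gene and library from Cuffdiff v2.2.1. Replicates were not pooled in the table, and the normalization between libraries that Cuffdiff used is not named in the paper's text. The table holds 24880 genes with an Ensembl identifier and a locus, and 11867 of them have no symbol. *CLRN1* was matched through Supplementary Table S5, and *SRRM4* was not matched to a symbol and was not analysed here. Loci are given in galGal5 with the first base counted as 1. A gene annotation of another assembly was not used here.

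From these values, log2(FPKM + 1) was fitted with limma 3.58.1 in R 4.3.3, with region as a factor over all 9 libraries and moderated variances with an intensity trend. Genes with a mean FPKM of at least 1 in at least one region were tested, which were 13045 genes. The tests were two-sided, p-values were adjusted by the method of Benjamini and Hochberg, and DEGs had an adjusted p under 0.05 and a ratio of mean FPKM of at least 1.5. Up-trend and Down-trend genes followed the formulas of the paper, with an end-to-end ratio of at least 1.5 and each step at least 0.85, and had to be DEGs in at least one comparison. limma on the log scale took the place of the test in Cuffdiff, which starts from aligned reads. The paper names no block, so the fit had none, and values from a fit with the replicate number as a block are given beside it. The pairing comes from the replicate numbers in the sample titles. The methods state that 12 chickens gave 3 replicates of 4 chickens for each region, which implies that same-numbered libraries share their chickens, without stating it.

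For single genes, the order base, middle, apex was tested by an exact permutation test of the Jonckheere-Terpstra statistic over 1680 assignments of the libraries, and within replicate numbers over 216. A comparison of 3 libraries with 3 cannot give an exact p under 0.1. Relations between measures were tested on deviations from the region means, by permuting libraries within regions. This treats the regions as independent, which same-numbered libraries are not, so whole replicate numbers were permuted as well. That allows 6 arrangements and no exact p under 0.167. Gene lists were set against 10000 random lists of the same size matched on mean expression in 20 bins. The genes named were every gene the paper names for its expression or for an SE event, and the 5 Up-trend and 5 Down-trend genes with the largest absolute log2 fold change between apex and base among those with a symbol that were DEGs and changed the same way in all 3 same-numbered pairs. One gene that the rule gives is not reported here. Other genes named in the closing section were chosen after their values were seen.

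The number of fragments per library is not part of the FPKM table. Its relative size was read from the steps in which low values move, over 914 to 1238 genes per library, and by this estimate the deepest library had 1.61 times the fragments of the shallowest. The range of read pairs in the paper allows a ratio of 1.44, so the estimate is approximate. No counting interval or floor was computed from it. The alternatives were a pseudocount of 0.1, no filter on low values, a filter of an FPKM of at least 1 in at least 6 libraries, quantile normalization, median-ratio scaling, limma without the intensity trend, the replicate block, other fold criteria, fits of the 6 libraries compared, trend rules without variability or without a test, and fits without each library in turn. The test design, these alternatives and the rule for named genes were set before the data were examined, and so were the marker gene lists. A covariate for neuron genes, 2 rules on ratios, fits without a whole replicate number, and the alternatives for the expressed genes and for the order test were added afterwards.

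The fit was tested on simulated data with 200 changed genes, drawn from those above a floor of mean expression. Values were drawn independently for each gene and library, so same-numbered libraries shared no deviation. In the data they do, with a median residual correlation of 0.462. The simulation therefore cannot show what the block gains or how many false calls arise in such data. With changes of 2-fold, 155 of 200 (77.5%) were called in the right direction among 12960 genes, and 140 with the block, and 0 were called in the wrong direction. With changes of 4-fold, 189 of 200 (94.5%) were called among 12945 genes, and 181 with the block. False trend calls numbered between 4 and 15. The AS analyses with rMATS, the motif analysis, the GO enrichment with PANTHER and the RT-PCR were not repeated. Inclusion levels and gene lists from Supplementary Tables S4 and S5 are the paper's and are marked as such.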

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

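All tests in this part were chosen only after the results were seen, while the marker gene lists behind them were written earlier. Percentiles place the median of a list among 10000 random lists of the same size and expression.

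RNA of neurons and Schwann cells varied between libraries, which the paper does not discuss. The mean log2(FPKM + 1) of 8 neuron and Schwann cell genes differed by 3.655 between the highest library, middle replicate 2 (8.16), and the lowest, apex replicate 1 (4.51). Replicate 2 was the highest library in each region. *NEFM* had 1161 FPKM in middle replicate 2, 206.9 in middle replicate 3 and 66.7 in middle replicate 1. Against the other replicates, the list had a median log2 difference of 2.97 in replicate 2, at percentile 100. Library depth was weighed as a technical cause. Replicate 2 had the smallest or largest step of 1 fragment in 0 of the 3 regions, so depth does not set it apart. A candidate explanation is that the pieces of replicate 2 held more tissue of the cochlear ganglion. The region does not separate replicate 2 from the others, so no biological explanation was tested.

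Genes with a clear peak in the middle fall outside the trend categories. There were 250 genes with a mean FPKM in the middle at least 1.5 times that in base and in apex, against 73 that were lowest in the middle by the same ratio. With limma, 0 of the 250 were DEGs in both comparisons, 21 had an unadjusted p under 0.05 in both, and 33 were DEGs in both with the replicate block. For 199 of the 250 the highest library was middle replicate 2. Without that library, 62 of the 250 were still highest in the middle, against 232 without middle replicate 1 and 224 without middle replicate 3. That count leaves base and apex of replicate 2 in place. Without replicate 2 in all regions, 156 were still highest in the middle, against 224 without replicate 1 and 208 without replicate 3. Among the 250, chosen for their means, the middle was above base and apex within replicate 1 for 174, within replicate 2 for 230 and within replicate 3 for 230, and in all of them for 151. With median-ratio scaling, 249 genes were highest in the middle, but scaling moves all genes of a library alike and does not test the normalization gene by gene. Of the 8 neuron and Schwann cell genes, 6 were among the 250. The neuron and Schwann cell score was highest in the middle within each replicate number. RNA of ganglion neurons in the middle pieces, most in replicate 2, may contribute to these genes, and higher expression in the middle of the papilla was not told apart from it.

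Haemoglobin genes differed between replicates and were highest in apex replicate 3. *HBAA* had 5551 FPKM in apex replicate 3, and 1537 and 690 in the other apex libraries. Replicate 3 was the highest in the base (1193, against 695 and 528) and in the middle (2037, against 1346 and 518) too. Replicate 2 was the lowest in each region, with the erythrocyte genes at percentile 0 against the other replicates. The median of 3 erythrocyte genes in apex replicate 3 against the other apex libraries was at percentile 100, with a log2 difference of 2.43. The list includes *HBAA* and *HBAD*, so these percentiles restate the haemoglobin values and are not independent support. Library depth differed by 0.3945 on the log2 scale between apex replicate 3 and the other apex libraries, against 2.32 for *HBAA*, and a difference in depth is scaled out of FPKM. Both *HBAA* and *HBAD* are in the Up-trend list of the paper's supplement. Without apex replicate 3, the ratio of apex to base of *HBAA* was 1.382, against 3.22 with it. Without replicate 3 in both regions it was 1.82, above the threshold of the trend, and the apex was above the base in 3 of 3 pairs for *HBAA* and *HBAD*. With limma, *HBAA* had an adjusted p of 0.28 without the block and 0.0183 with it. Blood left in the pieces, most in apex replicate 3 and least in replicate 2, may explain these differences between replicates. The gradient did not rest on that replicate alone, and its cause was not tested.

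*OTOL1*, an otoconial gene that the paper does not name, had 24.56 FPKM in apex replicate 1, with 6.85 and 6.97 in the other apex libraries and between 0.269 and 2.89 in the base. The log2 fold change between apex and base was 2.26 (adjusted p = 0.0175 from limma, 0.00137 with the block), and apex lay above base in 3 of 3 pairs. Otoconia belong to the lagena, a vestibular organ beyond the apical end of the papilla. A list of 3 lagena and macula genes, *OTOL1* included, had a median log2 fold change between apex and middle of 0.60, at percentile 99.61. Tissue of the lagena in the apex pieces, most in replicate 1, is a candidate explanation. With 3 genes the test is small, and expression within the papilla itself was not told apart from it.

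*TMC1* fell between base and apex while *TMC2* rose. Its log2 fold change was -0.5734, with FPKM of 2.64 ± 0.695 in the base, 2.98 ± 1.06 in the middle and 1.43 ± 0.323 in the apex (SD, n = 3 each). The adjusted p was 0.101 from limma, and 0.00865 with the block, and the apex was lower in 3 of 3 pairs. It was called Down-trend with the block and not without it, and it is in the Down-trend list of the paper's supplement. The fall remained under the other scalings tried, where the value nearest to 0 under quantile normalization and median-ratio scaling was -0.5588. Of the other 15 genes on the hair cell list, 15 had a higher log2 fold change, the lowest being 0.39. A larger share of hair cells in the apex would raise *TMC1* too, so the fall runs against it. *TMC1* was picked because it fell, so this comparison is not an independent test. Its level per hair cell may decline toward the apex, and values that are low in every library limit what can be said of it.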

How the results depend on the processing

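All DEG, trend and named-gene alternatives except the neuron gene covariate, 2 rules on ratios and the fits without a whole replicate number were set before the data were examined. Same-numbered libraries deviated together within regions, with a median residual correlation of 0.462, which does not settle whether they share chickens. With the replicate block, the number of DEGs changed from 573 to 1288 between middle and base and from 8 to 275 between apex and middle, and it was 1965 against 1541 between apex and base. The share of DEGs between middle and base that were higher in the middle was 66.7%, and 77.3% with the block. It was 51.8% in a fit of the 6 libraries compared, 57.6% with quantile normalization and 81.7% at a ratio of at least 2, and lay from 51.8% to 73.1% without one library in turn. Between apex and base, 60.55% of DEGs were higher in the apex, and 63.6% with the block. This share was 53.9% with quantile normalization and 75.2% at a ratio of at least 2, and lay from 53.8% to 62.7% without one library in turn. Without the libraries of replicate number 1 it was 39%, which reverses the balance, against 64.0% without number 2 and 62.6% without number 3. All DEGs called without the block were called with it.

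At a ratio of mean FPKM of at least 2, there were 257 DEGs between middle and base, 739 between apex and base, 549 Up-trend and 180 Down-trend genes. A fit of the 6 libraries compared gave 199 DEGs between middle and base. Between apex and middle it gave 0, with 1006 genes at an unadjusted p under 0.05. limma without the intensity trend gave 13 DEGs between apex and middle. Ratio criteria with no test gave 1409 Up-trend genes. Among alternatives chosen after seeing the data, the neuron gene covariate gave 41 DEGs between apex and middle, and a ratio of the middle or the apex to the base of at least 1.5 with no test gave 1479 Up-trend genes. A ratio of any 2 regions of at least 1.5 with no test gave 1506. Without the libraries of replicate number 1, 2 or 3, with 2 libraries per region, there were 0, 120 and 75 DEGs between middle and base (2230, 3512 and 2094 genes at an unadjusted p under 0.05) and 0 between apex and middle in each (622, 1129 and 879). There were 623, 1245 and 925 between apex and base, with 235, 779 and 575 Up-trend and 375, 438 and 345 Down-trend genes. The causes of these shifts were not tested.

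Across the 9 fits that each left out one library, there were from 71 to 692 DEGs between middle and base, from 0 to 11 between apex and middle (with 800 to 1340 genes at an unadjusted p under 0.05), from 996 to 1685 between apex and base, from 569 to 1018 Up-trend and from 413 to 627 Down-trend genes. In the same fits, RI host genes with an adjusted p under 0.05 between apex and base numbered from 0 to 1. That count was 1 with median-ratio scaling, with the replicate block and without the intensity trend, each time *GK5*, and the adjusted p of *GK5* ranged from 0.036 to 0.211 over the alternatives. Up-trend and Down-trend counts under the other alternatives set beforehand stayed within 1.5 times those without an alternative.

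The odds ratio of SE host genes in a trend was past 0.05 with a pseudocount of 0.1 (1.33, Fisher's exact p = 0.0472) and against random lists matched on expression (1.29, permutation p = 0.038). It was not with the block, with events of base against apex alone or with ratio criteria only, where the exact p ranged from 0.109 to 0.569.

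Directions reversed for the following genes. With quantile normalization the log2 fold change between apex and base was -0.12 for *PRIM2*, -0.0522 for *CDH23* and 0.0092 for *HNRNPH1*. Without one library in turn, it ranged between apex and base from -0.14 to 0.65 for *ELAVL4*, from -0.0306 to 0.13 for *PRIM2*, from -0.12 to 0.16 for *RPS24*, from -0.19 to 0.20 for *CDH23*, from -0.30 to 0.0537 for *EPB41L1* and from -0.12 to 0.0143 for *HNRNPH1*. Between middle and base it ranged from -0.11 to 0.0075 for *PRIM2*, from -0.18 to 0.17 for *RPS24* and from -0.14 to 0.0474 for *ZNF207*. Among the other values of named genes, quantile normalization took 4 below the threshold, the block took 4 past it, and the fits without one library took 27 below and 5 past it. Of the 46 named genes, 31 had an exact p under 0.05 in the order test, and 28 with quantile normalization. After adjustment over the 46 genes, 24 had an adjusted p under 0.05 in the order test without quantile normalization. Depth was read only as relative steps of 1 fragment, so it limits what can be said of genes with low values such as *TMC2* in the base.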

Differences from the paper's values

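The paper's number of Up-trend genes is 1479, and 917 were called here. Of the alternatives set before the data were examined, no filter on low values (1004), the replicate block (1194), a fit without middle replicate 2 (1018) and ratio criteria with no test (1409) came within 1.5 times the paper's number. The others did not, with counts from 549 at a ratio of at least 2 to 968 with median-ratio scaling. A rule that asks for a ratio of the middle or the apex to the base of at least 1.5, with steps of at least 0.85 and no test, gave 1479 Up-trend and, mirrored, 797 Down-trend genes, which are the paper's numbers. It was chosen after seeing the values, and it was the last of 3 forms tried on them. The others were the ratio criteria above, with 1409 and 770, and a ratio of any 2 regions of at least 1.5, with 1506 and 810. The number of Down-trend genes here, 601, was within 1.5 times the paper's 797. It was not at a ratio of at least 2 (180), nor without base replicate 1 (413), base replicate 2 (513), apex replicate 2 (513) or apex replicate 3 (465), and the other alternatives set beforehand stayed within it.

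The paper gives 13045 genes as those with an FPKM of at least 1 in at least one library. By that criterion 13440 genes passed here, and a mean FPKM of at least 1 in at least one region gave 13045, which was tried after the values were seen.

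The paper includes *ESRP1* and *USH1C* among Up-trend genes. Without the block, *ESRP1* had an adjusted p of 0.0821 and *USH1C* of 0.0574 from limma, and neither was called. With the block their adjusted p were 0.00298 and 0.00102 from limma, and both were called. Over all alternatives the adjusted p ranged from 0.00298 to 0.232 for *ESRP1* and from 0.00102 to 0.175 for *USH1C*.

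The paper describes Up-trend as a gradual rise from base to middle to apex, and includes *KCNJ2* and *TECTB*. *KCNJ2* had a log2 fold change of 0.01 between middle and base, and *TECTB* one of -0.15 between apex and middle, which the variability allowed by the trend formulas admits.

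For the host genes of RI events, the paper states that 5 genes rose in middle and apex. *PRIM2*, *RPS24* and *INPP5A* were lower in the middle than in the base, with log2 fold changes of -0.03, -0.04 and -0.08. None of the 6 genes had an adjusted p under 0.05 in either comparison without the block, and 1 gene had an unadjusted p under 0.05 between apex and base. With the block, *GK5* passed between apex and base.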

Other observations

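The tests over other splits of the samples, the relation of Up-trend genes to hair cell genes within regions and the test of SE events that differ between base and apex alone were fixed before their results were seen. The relation to hair cell genes was chosen after values of hair cell genes per library had been looked at, and the test of base and apex alone after those of the other SE events. The other tests in this part were chosen only after the result was seen, and so were the adjustment over the 3 tests of SE events and the permutation of whole replicate numbers.

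Splits that keep one library of each replicate number in each group were compared with the real one, and 100 of the 108 such splits were drawn. The real split gave 1518 trend genes, and 1 of the 100 splits, the real one, gave as many, with 1049 in the next largest. For the larger of the Up-trend and Down-trend sets this was 1 of 100 (917, with 627 next), for the smaller 1 of 100 (601, with 422 next), and with the replicate number as a block 1 of 100 (1893, with 1449 next). For the DEGs of each pair of regions, 1 of the 4 splits that part the same-numbered pairs gave as many, which is the real one, and 4 splits cannot give a share under 0.05.

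The lists in the paper's supplement hold 2274 genes that are in the table used here, 1478 Up-trend and 796 Down-trend. All 2274 are given by ratios of mean FPKM alone, when the ratio of the middle or the apex to the base, or the inverse, is at least 1.5 and the steps are at least 0.85. This rule was the last of 3 forms tried against the lists. Of them, 540 Up-trend and 192 Down-trend genes had no adjusted p under 0.05 in any comparison from limma, and 234 and 87 had none with the block. The lists are consistent with a selection by ratios of the means, without a test that uses the spread between replicates. The ratio of apex to base was under 1.5 for 70 Up-trend and 27 Down-trend genes of the lists. Of the 1478 Up-trend genes, 700 had their highest value in apex replicate 3.

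*ELAVL4* followed the other neuron and Schwann cell genes within regions, over 9 libraries (r = 0.974 with p = 0.009259, and rho = 0.95 with p = 0.00926, from exact permutations within regions). Without apex replicate 2 and middle replicate 2, the libraries farthest from the median, r was 0.962. Adjusted over 3 relations the exact p was 0.0139. With whole replicate numbers permuted, since same-numbered libraries deviate together, the exact p was 0.167, the smallest of 6 arrangements. The amount of ganglion RNA in a piece may set its value, which 3 replicates cannot settle.

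The paper's inclusion levels of SE events were compared with the neuron and Schwann cell score within regions. For the 25 events that differ in the middle alone, the median absolute r was 0.787 (exact permutation p = 0.00463, the smallest that permutations can give, and 0.0139 adjusted over 3 kinds of events). In 15 of the 25, replicate 2 was the highest or the lowest library in every region, where chance in independent regions gives 1.85, and for replicates 1 and 3 this held for 2 and 0. For the events that differ between base and both other regions it held for replicate 2 in 32 of 119, where such chance gives 8.81, and for replicates 1 and 3 in 13 and 22. Events of base and apex alone have values in 2 regions, and there it held in 42 of 174, where it gives 38.7. For 119 events that differ between base and both other regions, the median absolute r was 0.488 (exact permutation p = 0.0463, adjusted 0.0694), and for 174 events between base and apex alone it was 0.508 (exact permutation p = 0.0833, adjusted 0.0833), neither past 0.05 after adjustment. With whole replicate numbers permuted, which does not treat the regions as independent, the exact p of the 3 kinds, in this order, were 0.167, 0.333 and 0.333. Its 6 arrangements allow no exact p under 0.167, so no kind could pass and this permutation cannot decide. Of 3 exons of *EPB41L3* that differ in the middle alone, one had an r of 0.83 with the score (exact permutation p = 0.0324). Another, whose size is that of the *EPB41L3* exon the paper tested by RT-PCR, had 0.278 (exact permutation p = 0.449). For that exon no relation to the score was found. The inclusion of the third was 1 in every library except middle replicate 2 (0.658), so its exact p cannot fall below 0.333. An *EPB41L3* exon listed in 2 events that differ between base and both other regions had an r of 0.961 (exact permutation p = 0.00463) and of 0.455 (exact permutation p = 0.125). Neuron RNA may contribute to the events that differ in the middle alone. With 3 replicates this was left open, as it was for the other kinds.

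Hair cell genes rose with position. The median log2 fold change of 16 hair cell genes between apex and base was 1.55, at percentile 100, and 15 of the 16 rose. For 9 supporting cell genes it was 0.70, at percentile 99.98, with 8 of 9 higher. Within regions, the mean of the Up-trend genes outside the lists followed the hair cell genes over the 9 libraries (r = 0.983 and rho = 0.983, each with an exact permutation p of 0.00463, the smallest that permutations can give, adjusted p = 0.0139 over 3 relations). With whole replicate numbers permuted the exact p was 0.167, the smallest possible. Without base replicate 3 and middle replicate 3, r was 0.940. For Down-trend genes r was -0.559 (exact permutation p = 0.227) and rho -0.433 (exact permutation p = 0.356), r was 0.112 without those libraries, and the relation did not pass. A larger share of hair cells and supporting cells in the apex pieces is a candidate explanation for part of the Up-trend, and a higher level per cell was not told apart from it. A smaller share of mesenchyme was weighed for the Down-trend. The median log2 fold change of 6 mesenchyme genes was -0.21, at percentile 11.3, within the range of random lists. Genes of motile cilia had a median log2 fold change of 0.90 over 14 genes, at percentile 100, and 11 of the 14 were Up-trend. Ciliated cells in the apex pieces are a candidate explanation for these, which the data do not separate from cilium genes of hair cells.

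Same-numbered libraries deviated together within regions. If each number were one pool of chickens, pools with different numbers of females could differ in W-linked expression. The summed FPKM of 13 W-linked genes was between 47.5 and 78.6 per library, and its spread between replicate numbers had an exact permutation p of 0.1111, where 0.0278 is the smallest that permutations can give. Replicate 1 was the highest in every region, with 64.2 to 78.6 against 47.5 to 58.5 in the other libraries, which fits shared pools. Replicates 2 and 3 did not differ in one direction. The test did not pass 0.05, and the pairing of animals was left open.

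The genes *COL1A1* and *PRPH* are listed at 0 in each of the 9 libraries, while *COL1A2* had between 910.5 and 1488 FPKM. *COL1A1* is listed at 0, and its absence from the tissue cannot be read from that.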
